# Natural variation in the transcriptional response of *Drosophila melanogaster* to oxidative stress

**DOI:** 10.1093/g3journal/jkab366

**Published:** 2021-10-25

**Authors:** Timothy J S Ramnarine, Sonja Grath, John Parsch

**Keywords:** adaptation, gene expression, metallothionein, population genetics, transcriptomics

## Abstract

Broadly distributed species must cope with diverse and changing environmental conditions, including various forms of stress. Cosmopolitan populations of *Drosophila melanogaster* are more tolerant to oxidative stress than those from the species’ ancestral range in sub-Saharan Africa, and the degree of tolerance is associated with an insertion/deletion polymorphism in the 3′ untranslated region of the *Metallothionein A* (*MtnA*) gene that varies clinally in frequency. We examined oxidative stress tolerance and the transcriptional response to oxidative stress in cosmopolitan and sub-Saharan African populations of *D. melanogaster*, including paired samples with allelic differences at the *MtnA* locus. We found that the effect of the *MtnA* polymorphism on oxidative stress tolerance was dependent on the genomic background, with the deletion allele increasing tolerance only in a northern, temperate population. Genes that were differentially expressed under oxidative stress included *MtnA* and other metallothioneins, as well as those involved in glutathione metabolism and other genes known to be part of the oxidative stress response or the general stress response. A gene coexpression analysis revealed further genes and pathways that respond to oxidative stress including those involved in additional metabolic processes, autophagy, and apoptosis. There was a significant overlap among the genes induced by oxidative and cold stress, which suggests a shared response pathway to these two stresses. Interestingly, the *MtnA* deletion was associated with consistent changes in the expression of many genes across all genomic backgrounds, regardless of the expression level of the *MtnA* gene itself. We hypothesize that this is an indirect effect driven by the loss of microRNA binding sites within the *MtnA* 3′ untranslated region.

## Introduction 

Adaptation of a species to changes in environmental conditions caused by seasonal variation, climate change, or range expansion is necessary for survival and proliferation. Understanding the process of such adaptation is an intrinsic goal of evolutionary biologists, however, a major challenge is the identification of adaptive traits and their underlying molecular and genetic bases. *Drosophila melanogaster*, due to its experimental versatility, well-detailed genetics, and broad geographic distribution, has become a leading model organism for studying the molecular basis of adaptation and environment-based selection. Previous work on this topic typically has involved genomic comparisons between *D. melanogaster* populations from the ancestral (sub-Saharan Africa) and derived (cosmopolitan) species ranges (Harr *et al.* 2002; Ometto *et al.* 2005; Hutter *et al.* 2008; Glaser-Schmitt and Parsch 2018; Voigt *et al.* 2019), and may include an environmental gradient such as a latitudinal cline (Sezgin *et al.* 2004; Bergland *et al.* 2016; Juneja *et al.* 2016; Cogni *et al.* 2017; Erickson *et al.* 2020).

One example of a clinally varying genetic polymorphism is a 49-bp insertion/deletion (indel) polymorphism in the 3′ untranslated region (UTR) of the *Metallothionein A* (*MtnA*) gene (Catalán *et al.* 2016). The deletion represents the derived allele: it is rare in sub-Saharan African populations and absent in closely related *Drosophila* species (Lange *et al.* 1990; Theodore *et al.* 1991; Stephan *et al.* 1994). In non-African populations, the deletion is common and increases in frequency with distance from the equator in Europe, North America, and Australia (Catalán *et al.* 2016; Ramnarine *et al.* 2019). Functionally, the deletion is associated with increased *MtnA* expression and greater oxidative stress tolerance (Catalán *et al.* 2016; Ramnarine *et al.* 2019). These observations suggest that the *MtnA* deletion is selectively favored, at least in temperate regions, due to a beneficial effect of providing protection against oxidative stress. Another cosmopolitan polymorphism, *Bari-Juvenile hormone epoxy hydrolase* (*Bari-Jheh*), which is a transposable element insertion associated with changes in the regulation of the *Juvenile hormone epoxide hydrolase* (*Jheh*) genes and increased oxidative stress tolerance (González *et al.* 2009; Guio *et al.* 2014), is also present at high frequency in temperate populations. In *Drosophila* species, temperate populations have been shown to be more cold tolerant than ancestral, tropical populations (Svetec *et al.* 2011; von Heckel *et al.* 2016; Königer and Grath 2018). Given that both the *MtnA* deletion and *Bari-Jheh* insertion are more common in regions that experience cold temperatures and large seasonal fluctuations in temperature, it is possible that thermal variability contributes directly to oxidative stress (Joanisse and Storey 1996, 1998; Harrison *et al.* 2001; Klok *et al.* 2004; Lalouette *et al.* 2011; MacMillan *et al.* 2012), and/or that these two forms of stress induce a common response pathway.

In this study, we examine oxidative stress tolerance and the transcriptional response to oxidative stress in inbred lines derived from cosmopolitan (Germany, Cyprus, and Malaysia) and sub-Saharan African (Zambia) populations of *D. melanogaster*. For the cosmopolitan populations, we compare paired samples that differ in the presence of the *MtnA* 3′ UTR deletion, including nearly isogenic lines from Germany and Cyprus in which the remainder of the genome has been homogenized. We find that the *MtnA* deletion is associated with increased oxidative stress tolerance in the German background, but not the Cypriot or Malaysian background, which highlights the importance of genetic background on the physiological effects of the *MtnA* deletion. We detected a strong transcriptional response to oxidative stress in all lines, including the up-regulation of *MtnA* expression, which is consistent with it playing a protective role against oxidative stress. There was significant overlap between the genes up-regulated during oxidative stress and those up-regulated by cold stress, although there were also many genes that responded specifically to one type of stress or the other. Across all backgrounds the presence of the *MtnA* deletion led to a greater transcriptional response to oxidative stress, which may be caused by the loss of microRNA (miRNA) binding sites within the deleted region of the 3′ UTR, increasing the availability of the miRNAs to regulate other genes.

## Materials and methods

### Fly culturing and establishment of nearly isogenic lines

Isofemale lines from Munich, Germany (M9 and M12) and Nicosia, Cyprus (C2) were established from wild-caught flies collected in 2014 (Kapun *et al.* 2020). Each line was derived from a single female and maintained by mass sib–sib mating at each generation (in vials with approximately 50–100 flies transferred per generation). After the initial establishment of the isofemale lines, the *MtnA* 3′ UTR deletion was found to segregate within these lines, as determined by PCR-genotyping of individual flies (Catalán *et al.* 2016). These lines were maintained in the same way for an additional 50–60 generations. Subsequently, individual males and females within each isofemale line were mated to generate new inbred lines homozygous for either the deletion or the nondeletion allele. The deletion status of each new inbred line was verified by genotyping both parents, as well as a pool of 10 of their offspring. We additionally examined two isofemale lines from Kuala Lumpur, Malaysia, which had previously been shown to differ in their *MtnA 3*′ UTR allele (KL1, deletion; KL2, nondeletion) (Catalán *et al.* 2016), and four isofemale lines from the ancestral range of the species in Siavonga, Zambia (ZI197, ZI254, ZI273, and ZI418) (Pool *et al.* 2012). All of the Zambian lines had the ancestral, nondeletion *MtnA* allele (Catalán *et al.* 2016; Ramnarine *et al.* 2019). In the following, lines with the *MtnA* deletion are indicated with a “Δ” at the end of their line name. All stocks were maintained on cornmeal-yeast-molasses medium at 21°C and a 14 h light/10 h dark cycle.

### Oxidative stress tolerance assays

Previously, using *Drosophila* genetic reference panel (DGRP) lines (Mackay *et al.* 2012) we detected a significant association between the *MtnA* deletion and increased tolerance to menadione sodium bisulfite (MSB)-induced stress (Ramnarine *et al.* 2019). Therefore, to determine the effects of genetic background and the *MtnA* 3′ UTR deletion on oxidative stress tolerance, we assayed the survivorship of adult flies of each line after exposure to MSB (Sigma-Aldrich, Munich, Germany). For each line, males (age 4–6 days) were separated from culture and sorted into replicate groups of 20 flies per vial on standard food (cornmeal-yeast-molasses medium) for 1 day to acclimate. On the following day, 3–5 replicates from each line were transferred to “control” vials containing standard fly food and 5–16 replicates from each line were transferred to “stress” vials containing 75 mM MSB-dosed cornmeal-yeast-molasses medium. Assays were performed in tolerance chambers at 25°C with a 14 h light/10 h dark cycle. Mortality was recorded as the proportion of dead flies in the stress treatment compared to the control after 48 h.

### RNA extraction and sequencing

To measure the transcriptional response to oxidative stress, we repeated the MSB stress tolerance assays described above. The German, Malaysian, and Cypriot lines were exposed to stress (or control) condition for 24 h and then total RNA was extracted from two biological replicates per line. Each replicate used 60 whole heads from living male flies. The Zambian flies under both treatments were exposed for a shorter time (18–20 h) to compensate for their high mortality and total RNA was extracted from heads in two replicates per line as described above. This design resulted in a total of 48 samples (12 lines × 2 treatments × 2 biological replicates) that were used for transcriptome profiling. Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s protocol. Poly-A mRNA purification, reverse transcription, and high-throughput sequencing were performed by Novogene (Cambridge, UK) using a Novaseq 6000 sequencer (Illumina, San Diego, CA, USA) to generate 150-bp paired-end reads. From the RNA-sequencing we obtained between 29.3 and 67.6 million reads per library, and an average of 97% of these reads were successfully mapped to the *D. melanogaster* transcriptome (FlyBase, release 6.31) (Thurmond *et al.* 2019) using NextGenMap (version 0.5.5) (Sedlazeck *et al.* 2013). The resulting alignments were used to estimate pairwise sequence divergence between strains, considering only sites with a minimum coverage of 20x in both strains.

### Detection of differentially expressed genes

Differentially expressed genes were called with DESeq2 (version 1.28.1) (Love *et al.* 2014) as implemented in R (version 4.0.0) (R Core Team 2020). Significant differences between control and stress samples were determined using a Wald test and the *P*-values subsequently corrected for multiple testing according to Benjamini and Hochberg (1995). Genes with an adjusted *P*-value less than 0.05 were considered to be differentially expressed. Initially we performed unsupervised clustering (DESeq2 design: “∼population + genotype + treatment”) on the variance-stabilized data and visualized the results with a principal component analysis (PCA). The PCA revealed an extreme outlier, which was one of the Munich (M9) nondeletion stress replicates (Supplementary Figure S1). This sample was excluded from further analyses. To identify genes that shared a common change in expression after MSB exposure across all genetic backgrounds, we focused on the treatment factor and applied a design using only “∼treatment.” Lists of overall up- and downregulated differentially expressed genes associated to treatment (Supplementary Tables S1 and S2) were then generated for subsequent gene ontology (GO) analysis. These lists were also used in comparisons with two external transcriptomic datasets involving cold stress (von Heckel *et al.* 2016) and oxidative stress (Weber *et al.* 2012). For this, the log_2_ fold-change values of the genes matching the list of genes associated to oxidative stress (Supplementary Figures S2 and S3) and cold tolerance (Supplementary Figures S4 and S5) were compared. The significance of the overlap between the oxidative stress response and the cold response genes was determined by a hypergeometric test.

### Gene ontology analysis

GO analysis was performed using FlyMine (Lyne *et al.* 2007) to determine the number of significantly up-regulated and downregulated genes matching a GO term, and REVIGO (Supek *et al.* 2011) to merge redundant GO terms. A Holm–Bonferroni correction was applied to calculate adjusted *P*-values (Supplementary Tables S3 and S4). Information from FlyBase (release FB2019_06) (Thurmond *et al.* 2019) and AMIGO (Carbon *et al.* 2009) was used to cross-reference genes matching significant GO terms with their annotated function.

### Weighted gene coexpression network analysis

To construct gene networks and identify highly relevant (hub) genes and pathways involved in the response to oxidative stress, we applied weighted gene coexpression analysis (WGCNA) (Zhang and Horvath 2005) as implemented in the R package “WGCNA” (version 1.69) using R (version 3.6.3) (Langfelder and Horvath 2008). The WGCNA approach allows for the detection of expression modules or pathways in which many genes show small but consistent changes and, therefore, complements the analysis of individual genes (GO analysis) by means of gene enrichment analysis. In the WGCNA workflow, normalized expression data are used to cluster genes that show similar expression across samples, indicating that the expression of the clustered genes is correlated. Such genes are referred to as being topologically correlated. Coexpression modules are defined by hierarchical clustering of these topological clusters modules. By convention, each module is assigned a color and genes that do not show any coexpression with other genes are placed in the “gray” module. After module identification, the module expression (eigengene) is used to associate the module with categorical information. We performed WGCNA with two design formulas for differential gene expression analysis: (1) considering only the effect of treatment (∼treatment) to build on the identified genes and pathways identified in the GO analysis, and (2) incorporating the effect of the *MtnA* indel (∼genotype + treatment + genotype: treatment) to identify differentially expressed genes in response to oxidative stress associated to the deletion background relative to the nondeletion background.

### Comparison of *MtnA* deletion and nondeletion lines

To determine how the indel polymorphism in the *MtnA* 3′ UTR influenced gene expression and the response to oxidative stress, we applied the DESeq2 “∼treatment” design (described above) within each cosmopolitan background separately and then performed the following pairwise comparisons: deletion stress *vs* deletion control, nondeletion stress *vs* nondeletion control, deletion stress *vs* nondeletion stress and deletion control *vs* nondeletion control (Supplementary Table S6). Adjusted *P*-values were determined as described above, and genes with an adjusted *P < *0.05 were considered as differentially expressed between deletion and nondeletion lines within each treatment. This approach was particularly suited to the comparison of the nearly isogenic lines (Germany and Cyprus) and paired population samples (Malaysia), as it allowed for the comparison of *MtnA* genotypes without the extensive background variation present in between-strain or between-population comparisons.

### Expression analysis of potential miRNA target genes

To determine if some of the expression differences observed between *MtnA* deletion and nondeletion lines could be caused by the differential binding of miRNAs, we examined the expression of conserved target genes associated with miRNAs predicted to bind within the 49-bp region that is deleted in *MtnA* 3′ UTR (Catalán *et al.* 2016). The target genes of these miRNAs were identified using TargetScanFly (version 7.2) (Agarwal *et al.* 2018). Because miRNAs are typically involved in the negative regulation of gene expression, we focused on the predicted target genes that were downregulated under oxidative stress. We then examined the expression of these genes using a direct contrast in DESeq2 (version 1.28.1) (Love *et al.* 2014) between deletion and nondeletion lines in the cosmopolitan backgrounds in response to stress (the Zambian lines were excluded because they were fixed for the nondeletion allele). A paired sample Wilcoxon test was applied to test for a directional disparity in the expression of these genes between deletion and nondeletion lines. Finally, the resulting list of genes was tested for functional enrichments using FlyMine (Lyne *et al.* 2007).

## Results

### Variation in oxidative stress tolerance among lines and populations

To assay oxidative stress tolerance of the different genotypes and populations, adult males (4–6 days post-eclosion) were placed on food containing 75 mM MSB and their mortality recorded over 48 h. As a control, males of the same age were placed on standard food. Since we observed no mortality on the standard food, we assume that any mortality observed on the MSB food is a consequence of MSB-induced oxidative stress and not any other aspect of the rearing conditions. A comparison of nearly isogenic lines differing specifically at the *MtnA* locus found that the 3′ UTR deletion was associated with increased oxidative stress tolerance in the German background, but not in the Cypriot background (Figure  1). When comparing the two isofemale lines from Malaysia, the *MtnA* deletion was associated with a reduction in oxidative stress tolerance. Thus, the effect of the *MtnA* 3′ UTR deletion on oxidative stress tolerance appears to be highly dependent on the genomic background and is variable among cosmopolitan populations. The Zambian lines, all of which had the ancestral (nondeletion) *MtnA* allele, were relatively susceptible to oxidative stress. However, there were differences in mortality among the Zambian lines, which suggests that genetic variation for oxidative stress tolerance is also segregating within the ancestral range of the species.

**Figure 1:**
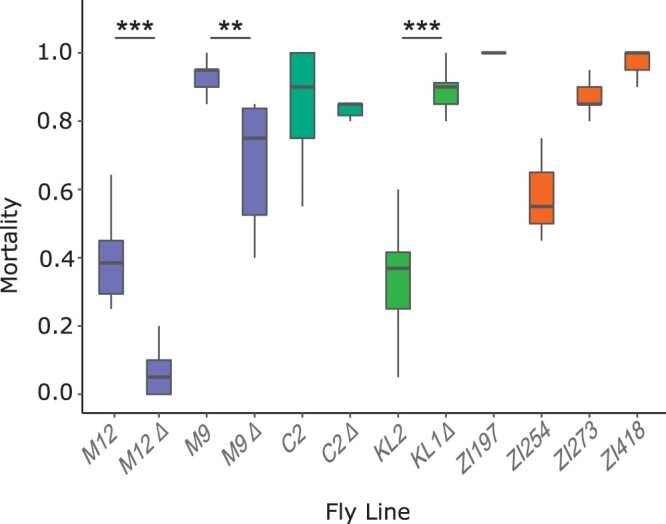
Mortality after 48 h of exposure to MSB-dosed food in lines originating from: Munich, Germany (M9 and M12); Nicosia, Cyprus (C2); Kuala Lumpur, Malaysia (KL), and Siavonga, Zambia (ZI). Differences between *MtnA* genotypes within the same background were tested with a Wilcoxon test. **P < 0.01, ***P < 0.001.

### The transcriptional response to oxidative stress

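The samples were 48 libraries of RNA, each made from the heads of 60 living males that were 5 to 7 days old, from 12 lines. Menadione sodium bisulfite (MSB) was given in the food at 75 mM. The lines from Germany, Cyprus, and Malaysia received it for 24 h and the Zambian lines for 18 to 20 h, while control flies were kept on food without it. The deletion line of a background is written with a delta, so that M12Δ is the deletion line beside the nondeletion line M12. Each line had 2 control libraries. By their labels, ZI197 and ZI418 had 1 stress library each, ZI254 and ZI273 had 3 each, and the remaining lines had 2 each. The authors deposited the number of reads counted on each of 13957 genes, without normalization. One of the 2 stress libraries of M9, which the paper excluded as an outlier in its PCA, was not used except where all 48 libraries are named, and the paper's text does not give its replicate number. Without replicate 1, DESeq2 called 1699 genes up-regulated and 1532 downregulated in M9. Without replicate 2, it called 4924 and 3283. Replicate 1 was left out because the first numbers were nearer to Fig. 7B, and the log2 fold-change of *MtnA* was also nearer to Fig. 5. In the remaining 47 libraries the total count was between 27223075 and 63358011 in the controls and between 29414147 and 53939743 under stress. Gene positions are those of the Release 6 assembly, with 13908 genes matched to the annotation by identifier, 43 by CG number, and 6 by neither. Expression was compared with edgeR's quasi-likelihood test on counts normalized by the TMM method. The threshold was a Benjamini-Hochberg adjusted p of 0.05, and each log2 fold-change is stress relative to control unless another contrast is named.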

To investigate the transcriptional response to oxidative stress, we performed high-throughput RNA sequencing (RNA-seq) on the heads of male flies exposed to MSB-dosed and standard food. 

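In the 47 libraries, 13860 genes had at least 1 count, and 10514 of these passed edgeR's filter on low counts and were tested with the formula that holds treatment alone. Of the tested genes, 5627 (53.5%) were past the threshold, which is 40.6% of the genes with a count. The alternative that moved this number most was line as a block, with 3562 genes up-regulated and 3327 downregulated. Of the genes that DESeq2's Wald test called, 5556 were also called by edgeR. The median log2 fold-change of the tested genes was 0.01. Among the 5627 genes, 2787 changed in the same direction in all 12 lines when each line was compared with its own controls.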

Across all samples, we found a strong transcriptional response to MSB treatment, with 45% of all expressed genes being differentially expressed in response to oxidative stress (false discovery rate = 5%). In total, 3434 (25%) genes were up-regulated after stress treatment (Supplementary Table S1), while 2839 (20%) were downregulated (Supplementary Table S2). 

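The edgeR test called 2871 genes up-regulated (20.7% of the genes with a count) and 2756 downregulated (19.9%), and DESeq2 called 3424 and 2835. A log2 fold-change above 1 was found for 588 of the called genes and one below -1 for 397. When each line was tested on its own, 102 genes were up-regulated and 70 were downregulated past the threshold in all 12 lines. The largest increases among genes with a mean log2 CPM (counts scaled to library size) of at least 1 were those of 4 *glutathione S-transferase* genes in 1 cluster on chromosome arm 3R and of *CG14691* (FBgn0037829), also on 3R, from 10753331 to 10755634. *GstD6* (FBgn0010042) lies at 12377128 to 12377907, *GstD5* (FBgn0010041) at 12375733 to 12376572, *GstD7* (FBgn0010043) at 12378500 to 12379255, and *GstD2* (FBgn0010038) at 12371971 to 12372704. *GstD6* had a log2 fold-change of 7.75 (SE 0.42, adjusted p = 4.27e-20) and reached 22.3 ± 16.3 CPM under stress (SD, n = 23). The log2 fold-changes of *GstD5*, *GstD7*, and *GstD2* were 7.50, 6.86, and 6.82, and all 4 genes were past the threshold in each of the 12 lines. *CG14691* had a log2 fold-change of 6.23 (SE 0.80) in edgeR and 5.00 in DESeq2, with a CPM under stress of 8.72 ± 24.2 (SD, n = 23). The largest decrease was that of *CG9377* (FBgn0032507; 2L, 13359901 to 13361565), from 25.0 ± 26.8 CPM in the controls (SD, n = 24), a log2 fold-change of -4.45 (SE 0.50, adjusted p = 2.02e-10). It was followed by *fit* at -4.09, *CG33296* at -3.32, *yellow-e* at -3.27, and *PGRP-SB1* at -3.24, and these 5 genes were lower under stress in 12 of 12 lines.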

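Counts of the 47 libraries were variance-stabilized with DESeq2, blind to the design, and a PCA was run on the 500 genes of highest variance. PC1 held 51.5% of the variance (jackknife standard error over libraries 6.47) and PC2 held 8.15% (1.50). The share of PC1 moved most when all 13860 genes with a count were used, to 39.2%. Treatment accounted for 90.8% of the variance of PC1. The scores of the 24 controls were between -22.2 and -13.5 and those of the 23 stress libraries between -2.15 and 29.6, so that the groups did not overlap. Population accounted for 58.5% of the variance of PC2 and line for 96.8%. Mean PC2 scores were 11.4 ± 3.10 (SD, n = 4) in the Malaysian controls, 2.74 ± 7.42 (SD, n = 8) in the Zambian, -5.10 ± 2.59 (SD, n = 4) in the Cypriot, and -5.92 ± 5.37 (SD, n = 8) in the German controls. With the left-out M9 stress library included, PC2 held 12.3%.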

A PCA showed that the majority of the variance (53%) could be explained by the treatment (PC1) (Figure  2), while the second principal component (PC2) mainly separates the samples by population and accounts for only 8% of the variance.

**Figure 2:**
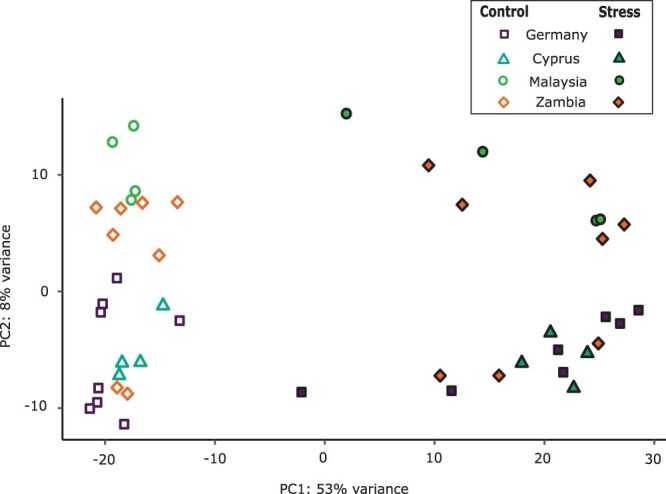
PCA plot showing the amount of variation explained by treatment and population of origin: Munich, Germany (M9 and M12); Nicosia, Cyprus (C2); Kuala Lumpur, Malaysia (KL), and Siavonga, Zambia (ZI). Filled symbols represent the MSB-stress samples, while open symbols represent the control samples.

### Functional enrichment of oxidative stress response genes

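Families of genes, defined by their symbols before the data were examined, were tested on the fit over all lines with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 11 families. The genes of the respiratory chain and the ATP synthase were lower under stress, with a median log2 fold-change of -0.23 over 65 tested genes, 50 of them downregulated and 1 up-regulated (camera adjusted p = 3.40e-08). Their median was below that of all tested genes in 12 of 12 lines. Mitochondrial ribosomal protein genes had a median of -0.14 over 72 genes, with 39 downregulated and 2 up-regulated (camera adjusted p = 0.000599), and cytosolic ribosomal protein genes a median of 0.16 over 86 genes, with 40 up-regulated and 1 downregulated (camera adjusted p = 0.00217). The 80 tested cytochrome P450 genes went both ways, 28 higher and 17 lower, with a median of 0.13 (camera adjusted p = 0.123). In all, camera placed 8 of the 11 families past the threshold. With fry, which takes the correlation from the residuals, all 11 were past it. With camera's estimated correlation none was, the lowest adjusted p being 0.179, for the *glutathione S-transferase* genes.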

A GO enrichment analysis of the genes showing a general up- or downregulation of expression in stressed samples relative to the controls revealed various processes broadly related to metabolism and stress response (Supplementary Tables S3 and S4), with the strongest enrichments (ranked by *P*-value) being for categories related to metabolic processes (Table  1). In addition, we observed a large number of genes in the categories “proteolysis” (up-regulated; *P *=* *2.51E-05) and “animal organ development” (downregulated; *P *=* *3.23E-11).

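Gene ontology terms were not used here, and peptidases were followed in families defined by symbol. Of 37 tested genes for proteasome subunits, 29 were up-regulated and 0 downregulated by edgeR, with a median log2 fold-change of 0.25 (camera adjusted p = 1.29e-05). The median was above that of all tested genes in 11 of 12 lines. Among the 16 *Jonah* serine protease genes in the table, only 3 passed the filter on low counts. Their log2 fold-changes were 3.04 for *Jon65Aiv* (adjusted p = 1.88e-09), 1.26 for *Jon44E* (adjusted p = 1.00e-06), and 0.68 for *Jon74E* (adjusted p = 0.395). As a family of 3 they did not pass camera (adjusted p = 0.0738). With line as a block all 3 were up-regulated past the threshold, and the family was still not (adjusted p = 0.0532).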

**Table 1:** Top five GO enrichment terms for genes up- or downregulated under oxidative stress

Regulation	GO term	Description	*P*-value	Genes
Up	0051186	Cofactor metabolic process	1.52E−08	98
Up	0006749	Glutathione metabolic process	3.08E−08	36
Up	0006950	Response to stress	2.81E−06	393
Up	0006575	Cellular modified amino acid metabolic process	4.78E−06	48
Up	0006508	Proteolysis	2.51E−05	301
Down	0044281	Small molecule metabolic process	3.12E−13	264
Down	0046034	ATP metabolic process	2.75E−11	77
Down	0048513	Animal organ development	3.23E−11	368
Down	0032543	Mitochondrial translation	1.78E−08	56
Down	0006091	Generation of precursor metabolites and energy	1.18E−07	91

A Holm–Bonferroni correction was applied to the *P*-values.

### Expression of candidate genes associated with oxidative stress tolerance

In a previous quantitative trait locus study, seven genes (*fog*, *nACRα-30D*, *ena*, *rg*, *CG9650*, *Eip75B*, and *hbn*) that were significantly associated with oxidative stress susceptibility were functionally validated by comparing wild-type and mutant alleles (Weber *et al.* 2012). Of these seven genes, only one was significantly differentially expressed in our dataset (*Eip75B*), and it shows a relatively small difference in expression between treatments (log_2_ fold-change* *=* *0.27; Supplementary Figure S2). Thus, there is little evidence that these genes play a role in the oxidative stress response of our samples, at least at the transcriptional level. 

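All 7 genes were tested, and 1 was past the threshold both over all genes and when adjusted over the list alone. *Eip75B* (FBgn0000568; 3L, 17950953 to 18064696) had 214 ± 21.5 CPM (SD, n = 24) in the controls and 253 ± 32.8 CPM (SD, n = 23) under stress. Its log2 fold-change was 0.27 (SE 0.05, adjusted p = 4.46e-06), and it was higher under stress in 11 of 12 lines. The genes *CG32192* and *CG42393* overlap it on the other strand, and the paper's text does not name the strand setting of the counting. *fog* (FBgn0000719; X, 22824317 to 22855194) was lower under stress in 12 of 12 lines, with a log2 fold-change of -0.17 (SE 0.08, adjusted p = 0.0814). Without the filter on low counts its value was -0.20 and its adjusted p 0.0471, and it was also called with line as a block. *CG9650*, listed as *Cph*, had a log2 fold-change of -0.10 (SE 0.06) and was called only with line as a block and without the Zambian lines. The remaining 4 genes had log2 fold-changes between -0.07 and 0.08.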

We further examined the expression of genes associated to epoxide hydrolase, specifically the *Jheh* genes. The *Bari-Jheh* transposon, which is present at high frequencies in temperate regions, has been shown to have a *cis*-regulatory effect on the expression of nearby genes, leading to up-regulation of *Jheh1* and *Jheh2* and downregulation of *Jheh3* under oxidative stress conditions (Guio *et al.* 2014). In our dataset, we observe the same relationship among these three genes in response to MSB (Supplementary Figure S3), which further supports their functional role in mediating oxidative stress tolerance.

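The 3 genes lie side by side on 2R, all on the minus strand, with *Jheh1* (FBgn0010053) at 18853434 to 18855087, *Jheh2* (FBgn0034405) at 18855767 to 18858245, and *Jheh3* (FBgn0034406) at 18860375 to 18862078. *Jheh1* rose from 226 ± 166 CPM (SD, n = 24) to 690 ± 332 CPM (SD, n = 23), a log2 fold-change of 1.64 (SE 0.24, adjusted p = 7.00e-08). *Jheh2* rose from 245 ± 93.9 to 633 ± 355 CPM (adjusted p = 1.09e-08), with a log2 fold-change of 1.39 in DESeq2. *Jheh3* fell from 56.1 ± 14.0 to 35.7 ± 6.22 CPM, a log2 fold-change of -0.63 (SE 0.09, adjusted p = 4.60e-08). In each of the 12 lines *Jheh1* and *Jheh2* were higher and *Jheh3* was lower under stress. The range over lines was 0.69 to 3.16 for *Jheh1*, 0.44 to 2.11 for *Jheh2*, and -1.07 to -0.18 for *Jheh3*.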

### Comparison of genes induced by oxidative stress and cold stress

Previous studies suggested that there may be a common response to both cold and oxidative stress (Lalouette *et al.* 2011; MacMillan *et al.* 2016). To investigate this possibility, we compared the genes responding to oxidative stress in our study to those responding to cold stress in a previous study that compared the transcriptional response of European and African strains of *D. melanogaster* (von Heckel *et al.* 2016). For this, we focused on a time point of 90 min post-recovery after a 7-h cold shock, which shows the strongest response in terms of gene expression (Colinet *et al.* 2010; von Heckel *et al.* 2016). At this time point, 1535 genes were up-regulated and 1979 genes were downregulated in response to cold shock (von Heckel *et al.* 2016). Of these genes, a significant proportion overlaps with the differentially expressed genes induced by MSB as determined by a hypergeometric test, including 881 up-regulated (*P *=* *1.4E-187) and 832 shared downregulated (*P *=* *1.7E-126) genes. The study of von Heckel *et al.* (2016) identified 16 genes that respond to cold shock in a population-specific way (Europe *vs* Africa), indicating a genotype-by-environment interaction. In our data, 11 of these 16 genes showed a significant change in expression under oxidative stress (Supplementary Figure S4). Furthermore, of the 47 cold tolerance candidate genes identified by von Heckel *et al.* (2016), 34 are significantly differentially expressed under oxidative stress in our dataset (Supplementary Figure S5).

### Coexpressed gene modules in response to oxidative stress

Modules of coexpressed genes were identified with weighted gene coexpression network analysis (WGCNA) as implemented in the R package WGCNA by Langfelder and Horvath (2008). WGCNA called 13 modules that contained 7030 genes in total, while an additional 6830 genes were gathered in the gray module, which contains genes that have not been clustered in any module (*i.e.*, unassigned genes; Figure  3). Using an ANOVA, we determined that five modules (turquoise, blue, green, pink, and magenta) out of the original 13 modules showed significant association with treatment (*P < *0.001). Two of these modules (turquoise and blue) contained the majority of the associated genes. 

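The network modules were not analysed here, and the autophagy and heat-shock genes were taken by their symbols. Of 19 tested *Atg* genes, 11 were up-regulated and 3 downregulated, with a median log2 fold-change of 0.18 (camera adjusted p = 0.0214). The largest increases were those of *Atg4a*, at 0.54, and *Atg18b*, at 0.50. The family's median was above that of all tested genes in 12 of 12 lines, by 0.01 to 0.24. The 22 tested heat-shock protein genes had a median of 2.37, with 18 up-regulated and 1 downregulated (camera adjusted p = 2.31e-09). In each line their median exceeded that of all tested genes, by 1.06 to 3.91. The gene with lower expression was *Hsc70-3* (FBgn0001218; X, 11801696 to 11807117), with a log2 fold-change of -0.23 (SE 0.08, adjusted p = 0.0151). It was lower in 9 of 12 lines and was not called over all 48 libraries or without the Zambian lines.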

The turquoise module (3052 genes) corresponds to up-regulation of autophagy categories as well as heat-shock response and programmed cell death, which are components of the generic extra- and/or intra-cellular stress response (Figure  3). Expectedly, there is a strong interconnection of the categories in this module to several heat shock protein (HSP) genes (Supplementary Figure S6A). The blue module (2007 genes) is associated with several metabolic processes that are downregulated in response to stress (Figure  3). Two genes within this module exhibit a particularly large negative fold-change: *CG16700* and *MFS9* (*Major Facilitator Superfamily Transporter 9*), both of which are involved in transmembrane activity (Gaudet *et al.* 2011). 

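*CG16700* (FBgn0030816; X, 17091854 to 17098488) had 46.6 ± 7.63 CPM (SD, n = 24) in the controls and 26.3 ± 7.48 CPM (SD, n = 23) under stress. This is a log2 fold-change of -0.80 (SE 0.10, adjusted p = 8.16e-10). *CG4991* overlaps it on the same strand, so that reads in the overlap belong to either gene. *MFS9* (FBgn0038799; 3R, 20507392 to 20512468) fell from 52.3 ± 18.0 to 8.43 ± 6.05 CPM, a log2 fold-change of -2.61 (SE 0.23, adjusted p = 2.17e-13). Both genes were downregulated past the threshold in all 12 lines when these were tested one by one, with a range of -1.47 to -0.55 for *CG16700* and -4.44 to -1.81 for *MFS9*.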

An additional three genes within this module also stand out because they are connected to multiple sub-modules, and therefore are likely to affect more pathways: *Got1* (*Glutamate oxaloacetate transaminase 1*), *aralar1* (*CG2139*; a member of the mitochondrial carrier family of genes), and *CG18003* (*Hao*). *Got1* and *aralar1* are functionally involved in glutamate activity (Gaudet *et al.* 2011) and connect the categories involving metabolism of carbohydrates, glucose, and amino acids. *CG18003* (*Hao*), which is predicted to have (S)-2-hydroxy-acid oxidase activity, connects fatty acid metabolism and amino acid metabolism (Supplementary Figure S6B).

**Figure 3:**
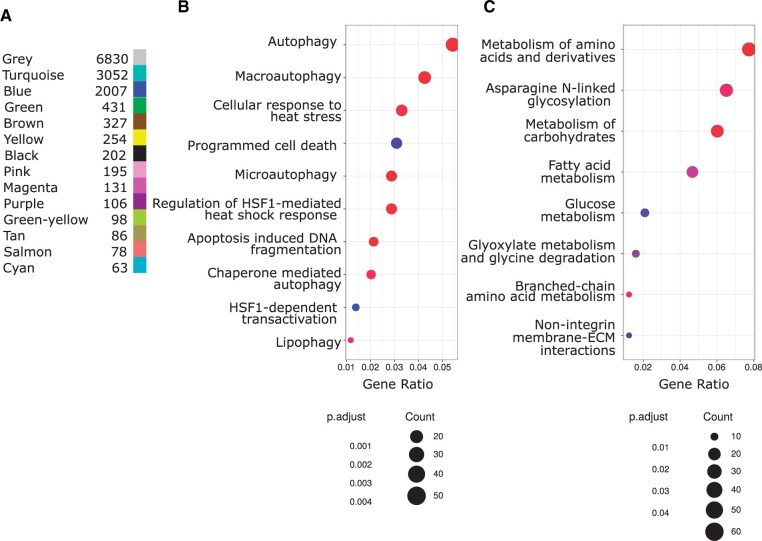
Weighted gene coexpression network analysis (WGCNA): (A) Number of genes in the final merged modules, (B) Reactome dotplot of enriched terms for the turquoise module, (C) Reactome dotplot of enriched terms for the blue module. *P*-values (“p.adjust”) are adjusted according to the method of Benjamini and Hochberg (1995). The number of genes in a pathway is encoded in the dot size (count).

### The effect of the *MtnA* indel polymorphism on gene expression

Using the full dataset, we detected an overall increase in the expression of metallothionein genes in the oxidative stress samples relative to the controls, with highly significant increases for *MtnA*, *MtnD*, and *MtnE* (Figure  4). 

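Of the 6 metallothionein genes, 4 had enough counts to be tested, 3 were past the threshold over all genes, and 4 were when adjusted over the list alone. *MtnA* (FBgn0002868; 3R, 9783407 to 9784370) rose from 333 ± 128 CPM (SD, n = 24) to 736 ± 361 CPM (SD, n = 23), a log2 fold-change of 1.17 (SE 0.18, adjusted p = 2.36e-07). *MtnD* (FBgn0053192; 3R, 20534962 to 20535301) rose from 0.470 ± 0.210 to 6.05 ± 5.50 CPM, a log2 fold-change of 3.70 (SE 0.37, adjusted p = 8.25e-12). *MtnE* (FBgn0262146; 3R, 20534021 to 20534704) rose from 0.688 ± 0.374 to 7.50 ± 7.38 CPM, a log2 fold-change of 3.46 (SE 0.36, adjusted p = 1.73e-11). Taking the line as the unit, the mean log2 fold-change over 12 lines was 1.20 ± 0.50 (SD) for *MtnA*, 2.97 ± 1.17 for *MtnD*, and 2.88 ± 1.63 for *MtnE*. All 3 genes were higher under stress in 12 of 12 lines (exact two-sided sign-flip test over lines, p = 0.000488 each, the smallest p that 12 lines allow). The test takes the lines as independent, while the 2 lines of M12, of M9, and of C2 each came from 1 isofemale line. Its p may therefore be too small.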

To examine if the general increase in *MtnA* could be associated to the indel polymorphism we assessed the expression within each background. 

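*MtnA* was higher under stress in each of the 12 lines, and 9 of these increases were past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, fitted separately to each background. In the nearly isogenic pairs the log2 fold-change was 1.35 (SE 0.24, adjusted p = 0.00914) in M12 and 1.87 (SE 0.24, adjusted p = 0.000707) in M12Δ. It was 1.81 (SE 0.17, adjusted p = 0.000231) in M9, where it rests on 1 stress library, and 0.93 (SE 0.14, adjusted p = 0.00192) in M9Δ. C2 had 0.69 (SE 0.29, adjusted p = 0.195) and C2Δ 0.94 (SE 0.29, adjusted p = 0.0649), the latter called by DESeq2 (0.93, adjusted p = 0.00550). In the Malaysian lines it was 0.99 (SE 0.23, adjusted p = 0.0353) in KL2 and 1.49 (SE 0.23, adjusted p = 0.00253) in KL1Δ. The Zambian values were 1.13 in ZI197, 0.53 in ZI254 (adjusted p = 0.0949), 0.69 in ZI273, and 1.98 in ZI418, and DESeq2 also called ZI254 (adjusted p = 0.0405).

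With 1 library left out in turn, the log2 fold-change stayed above 0 in every line, but several edgeR calls changed. KL2 was not called without any 1 of its 4 libraries or of the KL1Δ stress libraries, with adjusted p between 0.0548 and 0.201. M12 was not called without control replicate 1 (adjusted p = 0.0518) or 2 (0.0890), and its log2 fold-change was 0.86 without stress replicate 1. ZI197 was not called without control replicate 1 (0.0755). ZI273 was not called without control replicate 2 (log2 fold-change 0.43, adjusted p = 0.235), stress replicate 2 (0.0637), or stress replicate 3 (0.0585), nor with the replicate number as a block (0.0639). In turn, C2Δ was called without C2 control replicate 1 (0.0395) or 2 (0.0396), and ZI254 without its stress replicate 2 (0.0279).

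The difference between genotypes was tested in each background. In the controls the log2 difference between the deletion and the nondeletion line was -0.01 in M12, 0.62 in M9 (adjusted p = 0.0778, and 0.000742 in DESeq2), -0.23 in C2, and 0.47 in KL (adjusted p = 0.231, and 0.0238 without KL1Δ control replicate 2). Under stress it was 0.52 in M12 (adjusted p = 0.226, and 0.00196 without M12 stress replicate 1), -0.26 in M9, 0.02 in C2, and 0.98 in KL (adjusted p = 0.0181). The KL value was not called without KL1Δ stress replicate 1 (0.118), KL2 stress replicate 1 (0.0797), or KL2 stress replicate 2 (0.0759).

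**Figure D1:**
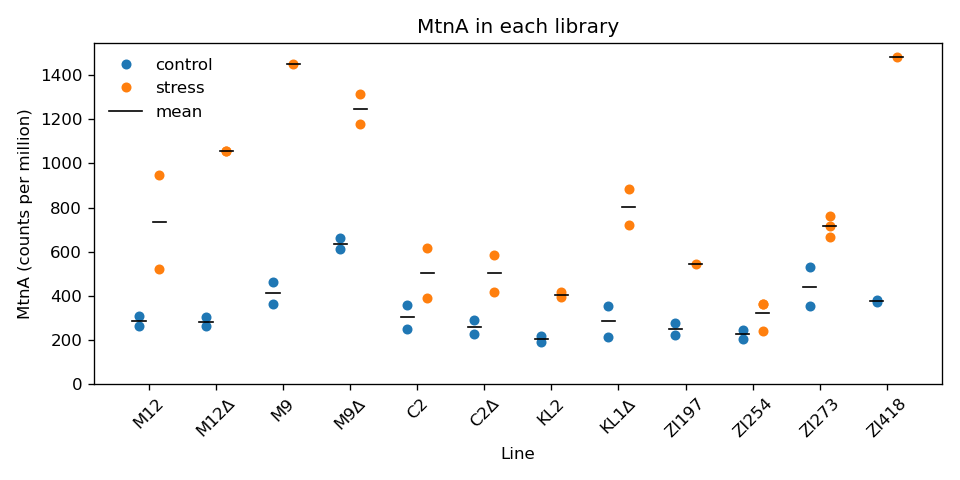
*MtnA* expression in CPM in each of the 47 libraries, by line. Points are libraries under control or stress conditions and bars are their means. The mean under stress is above the mean of the controls in all 12 lines, and M9, ZI197, and ZI418 have 1 stress library each.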

We found that the up-regulation of *MtnA* occurred regardless of whether the deletion or nondeletion variant was present in the 3′ UTR (Figure  5), suggesting that *MtnA* plays a general and conserved role in the response to oxidative stress. To better determine the effect of the *MtnA* 3′ UTR indel on expression, we compared the sets of differentially expressed genes within pairs of nearly isogenic lines from Germany (M12 and M9) and Cyprus (C2) that had otherwise homogenized genetic backgrounds, as well as two isofemale lines from Malaysia (KL1 and KL2) that were homozygous for the deletion and nondeletion alleles, respectively. The nearly isogenic lines showed greatly reduced differentiation compared to isofemale lines in both DNA sequence and gene expression (Figure  6), although the extent of this reduction varied among the nearly isogenic pairs. 

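Divergence in expression was measured on the control libraries as the share of tested genes that differed between 2 lines past the threshold, in 1 edgeR fit over all lines. It was 0.134% (16 genes) between M12 and M12Δ, 2.38% (285 genes) between M9 and M9Δ, and 0.801% (96 genes) between C2 and C2Δ. Between the M12 and M9 lines it was 7.88 ± 1.74% (SD over 4 pairs of lines), and between the German and the Cypriot lines 9.74 ± 2.17% (SD over 8 pairs). The value for M12 moved most when the stress libraries were compared in place of the controls, to 3.05%. When each background was fitted on its own, 11 genes differed between the M12 controls, 259 between the M9 controls, and 25 between the C2 controls. Each of these counts depended on single libraries. The M12 count was 0 by edgeR without either M12Δ control or without M12 control replicate 2, with 514 to 613 genes at an unadjusted p under 0.05, and 24 without M12 stress replicate 1, the M9 count was 149 without M9Δ control replicate 1, and the C2 count was 12 without C2Δ control replicate 2 and 77 without C2 control replicate 2. The M12 lines had 693 genes at an unadjusted p under 0.05, and DESeq2 called 62. Of the 259 genes that differed between the M9 controls, 139 (53.7%) lie on 3R, the arm of *MtnA*, against 25.1% of the tested genes (Fisher's exact test, odds ratio 3.58, adjusted p = 8.01e-22). With all 48 libraries, 17 genes differed between the M9 controls, 13 of them on 3R.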

For one of the Munich pairs (M12) genetic differentiation was less than 1% of that between isofemale lines, while for the other pair (M9) it was about 30%. For the Cyprus pair (C2) genetic differentiation was about 4% of that between isofemale lines. In contrast, the isofemale lines from Malaysia (KL1 and KL2), which differ for the *MtnA* indel, also differed greatly throughout their genomes, showing levels of sequence and expression divergence expected for independent, isofemale lines (Figure  6; Supplementary Table S5). 

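KL2 and KL1Δ differed in 14.4% of tested genes in the control libraries (1720 genes). The 6 pairs of Zambian lines differed in 15.5 ± 4.25% (SD over pairs), with a range of 12.0% to 22.9%. In the stress libraries the share was 24.2% for the Malaysian pair and 10.9 ± 5.20% (SD over 6 pairs) for the Zambian lines. In the fit of the Malaysian background alone, 1184 genes differed between the controls and 2365 between the stress libraries. Without KL2 control replicate 1 the first count was 494, and without KL1Δ stress replicate 1 the second was 1084.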

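In each background, the stress libraries of a line were compared with its own controls by edgeR's quasi-likelihood test. In M12Δ, 1789 genes were up-regulated and 1984 downregulated, against 447 and 933 in M12. For M9Δ the numbers were 1872 and 1873, against 1792 and 1317 in M9, which has 1 stress library. For C2Δ they were 948 and 639, against 571 and 423 in C2, and for KL1Δ 1485 and 1230, against 290 and 612 in KL2. Of the up-regulated genes of the nondeletion line, 89.3% were also up-regulated in the deletion line of the M12 background, 73.7% in M9, 92.5% in C2, and 82.4% in KL. For downregulated genes the shares were 92.5%, 60.2%, 85.1%, and 74.8%. The total of the deletion line was the higher one in 4 of 4 backgrounds, with a mean log2 ratio of 0.996 ± 0.630 (SD over 4 backgrounds), and 4 backgrounds are too few for an exact two-sided sign-flip test to pass the threshold of 0.05. DESeq2 gave the same order in all 4, with 3532 genes in M9Δ and 3231 in M9. These totals moved by more than 1.5 times without single libraries. M12 had 542 genes in place of 1380 without control replicate 2, and M12Δ had 2228 in place of 3773 without control replicate 1. M9Δ had 2007 in place of 3745 without stress replicate 1. C2 had 394 in place of 994 without stress replicate 1, C2Δ had 768 in place of 1587 without stress replicate 2, KL2 had 252 in place of 902 without control replicate 1, and KL1Δ had 1301 in place of 2715 without stress replicate 1. Leaving out 1 library of the deletion line reversed the order within M9, to 2540 genes in M9Δ against 3103 in M9 without control replicate 1, 2582 against 3003 without control replicate 2, 2007 against 2443 without stress replicate 1, and 2360 against 2443 without stress replicate 2. The order within C2 was reversed without C2Δ control replicate 2 (800 against 901) or C2Δ stress replicate 2 (768 against 798). With all 48 libraries M9Δ had 1476 genes and M9 had 2645. No library left out reversed the order within M12 or KL.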

As might be expected, there was considerable overlap among the genes responding to stress in the deletion and nondeletion lines in all backgrounds (Figure  7); however, there were significantly more differentially expressed genes (both up- and downregulated) in the deletion lines relative to the corresponding nondeletion lines in all comparisons (Supplementary Table S6). Thus, the *MtnA* 3′ UTR deletion appears to have a consistent effect on the transcriptional response to oxidative stress in a way that is independent of *MtnA* expression (Figure  4) and stress tolerance (Figure  1). 

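The size of the response was compared without a threshold, as the slope of the log2 fold-changes of the deletion line on those of the nondeletion line, fitted by total least squares over the genes changed in all lines together. The slope was 1.57 in M12, 0.90 in M9, 1.15 in C2, and 1.61 in KL, above 1 in 3 of 4 backgrounds (mean of the log2 slopes 0.349 ± 0.399 SD, exact two-sided sign-flip test, p = 0.25). Including the left-out M9 library changed the M9 slope to 0.618. Leaving out 1 library kept the slope between 1.27 and 2.12 in M12, 0.84 and 0.98 in M9, 1.03 and 1.26 in C2, and 1.32 and 2.00 in KL. The difference between the 2 responses was also tested gene by gene. In M12, 9 genes were past the threshold, in M9 17, and in KL 134. In C2 edgeR called 0 genes, with 297 at an unadjusted p under 0.05, and DESeq2 called 7. DESeq2 also called more genes than edgeR in M12, M9, and KL. Single libraries moved these counts, with 846 genes in M12 without M12 stress replicate 1 and 0 without any 1 of the 4 M12 and M12Δ controls (947 to 1196 at an unadjusted p under 0.05). The M9 count was 0 without either M9Δ stress library (944 and 1180) and 75 without M9 control replicate 2, the C2 count was 6 without C2 control replicate 2, and the KL count was 28 without KL1Δ stress replicate 2 and 265 without KL1Δ control replicate 1. From the larger number of responding genes in the deletion lines, beside responses of *MtnA* that did not follow the genotype, the paper proposes an effect of the deletion that does not pass through *MtnA* expression.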

A potential explanation for this is that the 3′ UTR deletion may eliminate miRNA binding sites (Catalán *et al.* 2016), freeing up the interacting miRNAs to regulate the expression of other genes. To test this, we examined the expression of target genes regulated by miRNAs predicted to bind within the 49-bp deletion region in the *MtnA* 3′ UTR (Catalán *et al.* 2016). For all of these miRNAs, there was a significant excess of downregulated target genes under oxidative stress (Figure  7), which is consistent with the greater availability of these miRNAs leading to increased negative regulation of their target genes. Furthermore, the downregulated target genes were enriched for those involved in regulatory and transcriptional processes (Supplementary Table S7). Thus, the observed excess of up-regulated genes in the deletion background (Figure  7) could be an indirect effect of miRNA regulation (*i.e.*, the downregulation of miRNA target genes leading to up-regulation of other genes that interact with them).

**Figure 4:**
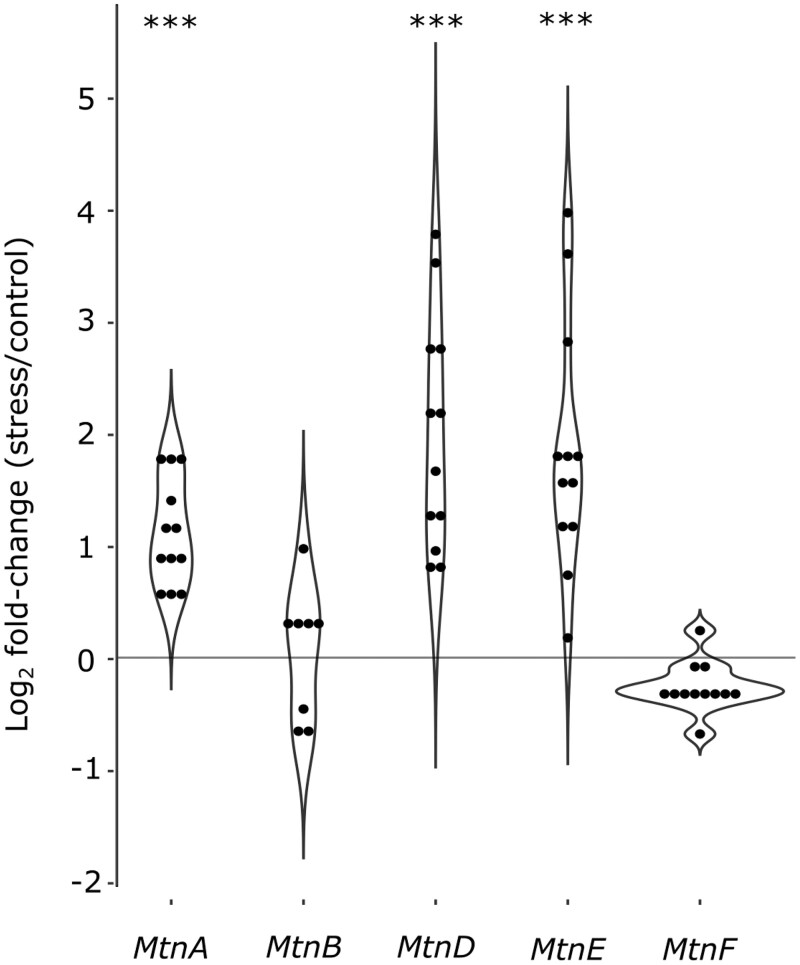
MSB-induced log_2_ fold-change in expression (stress/control) of the metallothionein group genes *MtnA*, *MtnB*, *MtnD*, *MtnE*, and *MtnF*. The points within each violin plot represent the values of the different inbred lines. Values for *MtnC* and some data points for *MtnB* are not included, as expression was below the detection threshold. Asterisks indicate the adjusted *P*-value from a Wald test as applied in DESeq2 in stress *vs* control comparisons across all lines. ***P < 0.001.

**Figure 5:**
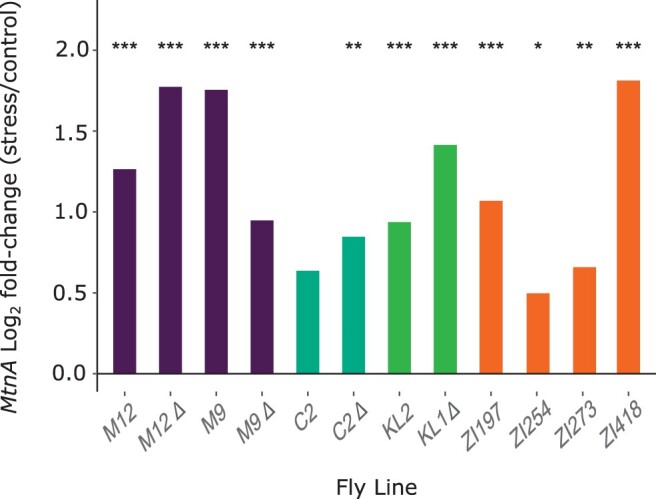
Log_2_ fold-change in *MtnA* expression induced by oxidative stress in different backgrounds: Munich, Germany (M9 and M12); Nicosia, Cyprus (C2); Kuala Lumpur, Malaysia (KL), and Siavonga, Zambia (ZI). Lines homozygous for the *MtnA* 3′ UTR deletion are denoted by “Δ.” Asterisks indicate the adjusted *P*-value from a Wald test as applied in DESeq2. * *P < *0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
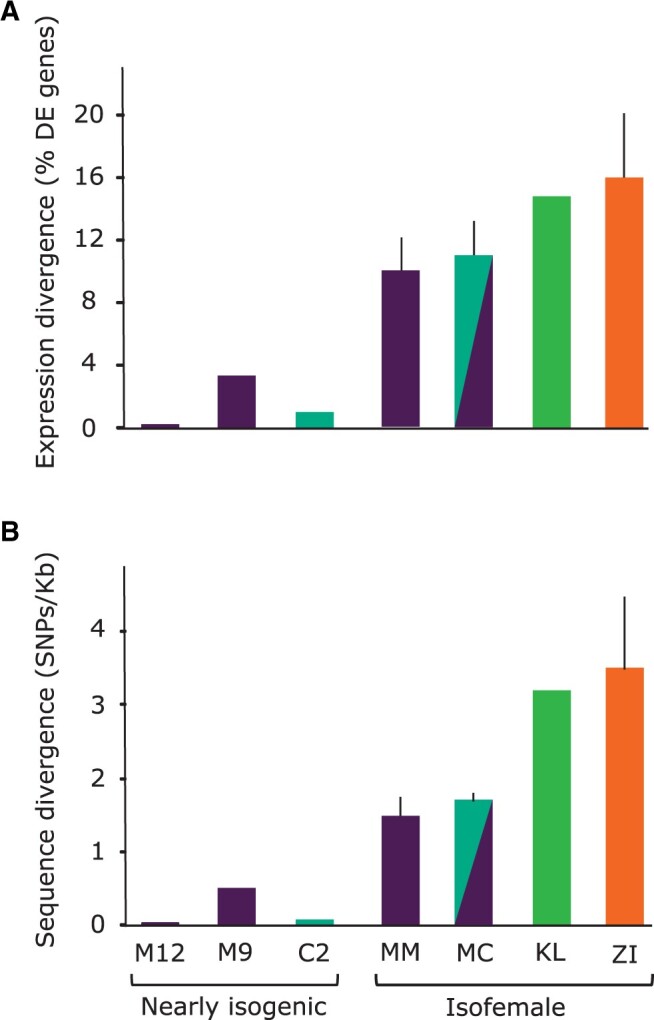
Comparison of variation between nearly isogenic lines from Munich, Germany (M9, M12) and Nicosia, Cyprus (C2), and isofemale lines from Kuala Lumpur, Malaysia (KL), and Siavonga, Zambia (ZI). (A) Gene expression divergence shown as the percentage of differentially expressed (DE) genes at a false discovery rate of 5%. (B) DNA sequence divergence in transcribed regions. “MM” indicates a comparison between the M12 and M9 lines, while “MC” indicates a comparison between both Munich lines and C2. In cases where multiple comparisons were possible, the mean is plotted with error bars indicating the standard deviation.

**Figure 7:**
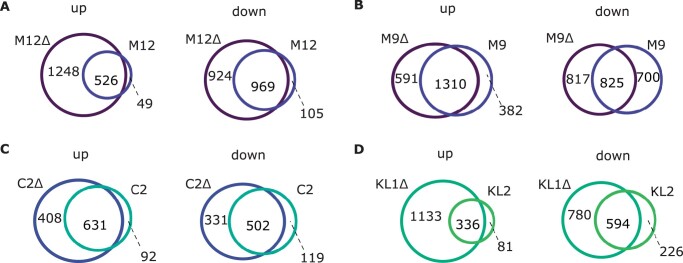
Venn diagram showing the number of shared differentially expressed genes under oxidative stress in deletion (“Δ”) and nondeletion lines in the (A) M12, (B) M9, (C) C2, and (D) KL genetic backgrounds.

### Coexpression modules that respond differently to oxidative stress between *MtnA* genotypes

Since we observed that the expression of many genes may be affected by the *MtnA* 3′ UTR indel polymorphism, we modified our WGCNA design to include genotype (deletion or nondeletion) as a factor within treatment. This design revealed modules of coexpressed genes induced by oxidative stress in the deletion background relative to the nondeletion background. Similar to the treatment only design, the major categories were turquoise (autophagy and general stress response) (Supplementary Figure S7A) and blue (metabolism) (Supplementary Figure S7B). However, we observed a decrease in the number of genes associated to each module and an overall reduction in the range of fold-changes, with many genes showing only small expression differences (log_2_ fold-change close to 0) (Supplementary Figure 7, A and B). 

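Both genes had few counts. *Prosα4T2*, listed as *Prosalpha4T2* (FBgn0017556; 2R, 24500780 to 24502277), had 189 counts in the 47 libraries together, and *CG31792* (FBgn0051792; 2L, 18997448 to 19002713) had 363. Neither passed the filter on low counts in the fit over all lines. Without that filter the log2 fold-change was -0.55 for *Prosα4T2* (SE 0.45, adjusted p = 0.344) and 1.08 for *CG31792* (SE 0.35, adjusted p = 0.00861). *Prosα4T2* passed the filter in the Malaysian background only. Its difference between the responses of KL1Δ and KL2 was -1.56 (SE 1.46, adjusted p = 0.663), which is not past the threshold. Between the stress libraries of the 2 lines it was lower in KL1Δ (adjusted p = 0.0431), from 0 and 1 counts in KL1Δ against 4 and 15 in KL2. Without the filter, the same contrast gave an adjusted p of 0.0586 in KL and of 0.0459 in M12, from 0 and 1 counts in M12Δ against 8 and 14 in M12. It gave an adjusted p of 0.562 in M9 and of 1 in C2, where the counts were 0 and 6 in C2Δ against 1 and 0 in C2. The left-out M9 stress library had 1385 counts of *Prosα4T2*, more than the other 47 together. For *CG31792* the difference between the responses of the deletion and nondeletion line was 1.83 in M12 (SE 0.89, adjusted p = 0.438), -1.17 in M9 (SE 1.04, adjusted p = 0.593), and -1.38 in KL (SE 1.19, adjusted p = 0.629), which does not differ from 0 at these counts.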

Our analysis also uncovered two genes that showed an amplification of log_2_ fold-change compared to the treatment only design: *Prosα4T2* (*Proteasome alpha 4 subunit, Testis-specific 2*), which was downregulated (blue module), and *CG31792* (ATPase-coupled transmembrane transporter activity), which was up-regulated (turquoise module), in the deletion background under oxidative stress.

## Discussion

### The effect of the *MtnA* indel polymorphism on oxidative stress tolerance

The *MtnA* 3′ UTR deletion polymorphism previously has been associated with an increase in *MtnA* expression which, in turn, is associated with increased tolerance to oxidative stress (Catalán *et al.* 2016; Ramnarine *et al.* 2019). The previous studies, however, compared isofemale lines that differed not only in their *MtnA* alleles, but also at many loci throughout the genome. This approach makes it impossible to isolate the specific effect of the *MtnA* indel polymorphism on oxidative stress tolerance, or to detect potential interactions with other variants in the genomic background. The latter may be especially relevant, as oxidative stress tolerance is known to be a highly polygenic trait (Weber *et al.* 2012; Guio *et al.* 2014; Harrison *et al.* 2020). In the current study, we measured oxidative stress tolerance using lines from Germany and Cyprus in which the genetic background, aside from the *MtnA* locus, was homogenized through inbreeding. While this homogenization was successful in reducing genetic and expression variation (Figure  6), some residual polymorphism remained, especially in one of the German lines. In addition, we measured oxidative stress tolerance in a pair of inbred lines from Malaysia that differed in their *MtnA* 3′ UTR allele, but did not have a homogenized genomic background, and four independent isofemale lines from Zambia that had the ancestral, nondeletion *MtnA* allele.

Our results indicate that the effect of the *MtnA* deletion on oxidative stress tolerance is highly dependent of the genomic background. In the two pairs of nearly isogenic lines from Germany, the deletion lines showed a significant reduction in mortality under oxidative stress compared to the corresponding nondeletion lines (Figure  1). Although there was a relatively high amount of residual polymorphism between the paired lines in one of the German backgrounds (M9), the concordant results observed in the two backgrounds suggest a consistent effect of the *MtnA* 3′ UTR indel polymorphism on oxidative stress tolerance. However, we cannot rule out a contribution from other polymorphic loci in the genome, especially in the M9 background. In contrast to the German background, the deletion had no detectable effect on oxidative stress tolerance in the Cypriot background, and was associated with a significant increase in mortality under stress in the Malaysian background (Figure  1). Thus, we find evidence for sign epistasis, in which the deletion has opposite effects depending on the genetic background. Note, however, that because the Malaysian background is not homogenized and there is considerable genetic and expression variation between the Malaysian lines (Figure  6), we cannot attribute the observed difference in stress tolerance solely to the *MtnA* indel polymorphism. Interestingly, the benefit of the deletion allele appears to be correlated with its frequency in the tested populations, with the greatest benefit in Germany (frequency* *=* *0.91), no benefit in Cyprus (frequency* *=* *0.65), and a significant cost in Malaysia (frequency* *=* *0.45) (Catalán *et al.* 2016; Ramnarine *et al.* 2019). Thus, it may be that the beneficial effect of the *MtnA* deletion is dependent on an interaction with alleles at other loci that are in high frequency in temperate populations, which could contribute to its clinal distribution (Catalán *et al.* 2016), but confirmation of this trend would require additional experiments with a larger number of populations. The deletion is absent from the ancestral species range in sub-Saharan Africa, aside from rare alleles that appear to be caused by recent admixture with non-African populations (Ramnarine *et al.* 2019), suggesting that it conveys no selective advantage in sub-Saharan populations.

### Transcriptomic data implicate several metabolic processes in oxidative stress response

The genes that show a consistent response to MSB exposure across all populations and genotypes can be considered part of the general oxidative stress response. In the following, we discuss the genes, functional categories, and expression modules that are part of this general response, as revealed by our transcriptomic analyses.

Metallothioneins have been proposed to function as free radical scavengers and as antioxidants against reactive oxygen and nitrogen species (Thornalley and Vasák 1985; Abel and de Ruiter 1989; Cai *et al.* 2000). These genes are typically thought to have distinctive but overlapping functions involving metal ion homeostasis and detoxification (Egli *et al.* 2006; Atanesyan *et al.* 2011; Gaudet *et al.* 2011; Luo *et al.* 2020). In *D. melanogaster*, expression changes in *MtnA* have been demonstrated to be associated with oxidative stress tolerance (Catalán *et al.* 2016; Ramnarine *et al.* 2019). A new finding of the current study is that the expression of *MtnA* and two other metallothionein genes (*MtnD* and *MtnE*) is induced by oxidative stress. Furthermore, *MtnD* and *MtnE* show an even higher induction of expression under stress than *MtnA*, while *MtnB*, *MtnC*, and *MtnF* show no sign of induction (Figure  4). These results suggest that the members of the metallothionein family have diversified in both function and regulation.

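The log2 fold-change of *MtnD* exceeded that of *MtnA* by 1.77 ± 1.34 (SD over 12 lines) and did so in 10 of 12 lines (exact two-sided sign-flip test, p = 0.00293, adjusted p = 0.00586 over 2 comparisons). That of *MtnE* exceeded it by 1.68 ± 1.76, also in 10 of 12 lines (exact two-sided sign-flip test, p = 0.00977, adjusted p = 0.00977). The sign-flip tests here take the 12 lines as independent, which the 2 lines of M12, of M9, and of C2 are not. *MtnB* (FBgn0002869; 3R, 20503102 to 20503746) had 229 counts in the 47 libraries together, 103 in the controls and 126 under stress, and *MtnC* (FBgn0038790; 3R, 20360308 to 20360634) had 12 counts in 4 libraries. A change in either was not detectable at this depth with the filter. Without it, *MtnB* had a log2 fold-change of 0.33 (SE 0.42, adjusted p = 0.553). The 12 counts of *MtnC*, 1 in the controls and 11 under stress, were called by edgeR without the filter (adjusted p = 0.00618) and not by DESeq2 (adjusted p = 0.742). The 11 counts under stress were 6 and 4 in the M9Δ libraries and 1 in M9, so that the edgeR call rests on 1 background. *MtnF* (FBgn0262858; 3R, 24634625 to 24635165) had 10.5 ± 3.86 CPM (SD, n = 24) in the controls and 8.40 ± 2.37 CPM (SD, n = 23) under stress, a log2 fold-change of -0.29 (SE 0.13, adjusted p = 0.0630). It was called without the filter (-0.32, adjusted p = 0.0463) and with line as a block. It was lower in 11 of 12 lines, with a mean of -0.26 ± 0.23 (SD over lines; exact two-sided sign-flip test, p = 0.00342), but with all 48 libraries the mean was -0.12 (exact p = 0.495). *atl* overlaps *MtnF* on the other strand.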

GO enrichment analysis revealed a strong connection between oxidative stress and metabolism, specifically redox reactions involving glutathione (GSH), and particularly *glutathione-S-transferase* genes (GSTs). 

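All 35 *glutathione S-transferase* genes in the table were tested. Their median log2 fold-change was 1.43, with 24 up-regulated and 6 downregulated (camera adjusted p = 4.23e-09). Their median was above that of all tested genes in 12 of 12 lines, by 0.58 to 2.23. *GstD2* had the highest expression among the 5 largest increases, with 5.59 ± 5.17 CPM (SD, n = 24) in the controls and 618 ± 342 CPM (SD, n = 23) under stress (adjusted p = 2.75e-18). Of the D class, 10 of 11 genes had a log2 fold-change above 1. The downregulated genes were *GstZ2* (-1.01), *GstE14* (-0.90), *GstZ1* (-0.61), *GstE12* (-0.59), *GstE13* (-0.30), and *GstE2* (-0.23).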

Redox status is often measured as the ratio of GSH (reduced state) to glutathione disulfide (GSSG; oxidized state) and used as a marker for cellular toxicity due to oxidative stress (Bonilla *et al*., 2006). Therefore, GSTs may prove to be of further interest because of their functional association to cellular protection against oxidative stress-inducing agents (Mockett *et al.* 1999; Whitworth *et al.* 2005; Hayes and McLellan 2009). In this context, the mechanism by which MSB affects biological systems may be particularly relevant, as it involves reactive oxygen species generation through quinone redox cycling and/or electrophilic attack involving cellular nucleophiles, both of which are modulated by oxidation or conjugation of glutathione (Akman *et al.* 1985; Baker *et al.* 1996; Wallace *et al.* 2005; Elgawish *et al.* 2013). Treatment with menadione has therefore been associated to oxidative damage due to lipid peroxidation, depletion of cellular glutathione, and variation in expression of glutathione metabolic genes (Chang *et al.* 1992; Kavitha and Chandra 2014; Thomas *et al.* 2016). In addition, changes in the expression of GSTs may be linked to cold tolerance. For example, *Glutathione S-transferase E8* (*GstE8*), which was identified in this study, was also identified as a cold tolerance candidate and as a genotype-environment interaction gene by von Heckel *et al.* (2016). 

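*GstE8* (FBgn0063492; 2R, 18407834 to 18408955) rose from 15.7 ± 8.07 CPM (SD, n = 24) to 99.6 ± 59.8 CPM (SD, n = 23). Its log2 fold-change was 2.69 (SE 0.26, adjusted p = 2.08e-12). It was up-regulated past the threshold in all 12 lines, with a range of 1.57 to 4.21.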

In fact, many of the differentially expressed genes identified by von Heckel *et al.* (2016) and by our study overlap, which provides further evidence for there being shared pathways between cold tolerance and oxidative stress tolerance. It has been previously proposed that at the metabolic level, cold tolerance adaptations may involve changes in neighboring pathways such as those related to redox balance (MacMillan *et al.* 2016). In previous studies, *MtnA* expression showed a variable response to cold stress (MacMillan *et al.* 2016; von Heckel *et al.* 2016; Königer and Grath 2018; Teets and Hahn 2018), which contrasts with the uniform induction of *MtnA* under oxidative stress. This suggests that at least some of the metallothioneins respond specifically to oxidative stress and are not induced by stress in general. Nonetheless, the up-regulated GO term “response to stress” supports the idea that oxidative stress is linked to other stress responses. Within this category, we examined the top 20 differentially expressed genes with the largest log_2_ fold-change. Of these, 10 belong to the HSP gene family. 

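Among the heat-shock protein genes, the largest increases were those of the 6 *Hsp70* genes on 3R, with log2 fold-changes between 5.16 for *Hsp70Bc* and 5.69 for *Hsp70Aa*. These genes are near-identical paralogs, and how the authors' counting divided reads between them is not named in the paper's text. *Hsp26* (FBgn0001225; 3L, 9376418 to 9377427) rose from 18.6 ± 16.2 CPM (SD, n = 24) to 470 ± 364 CPM (SD, n = 23), a log2 fold-change of 4.69 (SE 0.35, adjusted p = 1.53e-15). The log2 fold-changes were 4.39 for *Hsp27*, 3.81 for *Hsp68*, 3.52 for *Hsp23*, 2.84 for *Hsp22*, and 1.91 for *Hsp83*. All of these genes were higher under stress in 12 of 12 lines, except *Hsp22*, which was higher in 11.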

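Of 10 genes outside the heat-shock family that the paper lists, 7 passed the filter on low counts, and all 7 were up-regulated past the threshold, over all genes and adjusted over the list alone. As the list was chosen on these libraries, the second count is not independent evidence. *Ets21C* (FBgn0005660; 2L, 544925 to 552923) rose from 6.67 ± 2.04 CPM (SD, n = 24) to 113 ± 52.9 CPM (SD, n = 23), a log2 fold-change of 4.11 (SE 0.23, adjusted p = 5.63e-20). The log2 fold-changes of *TotB*, *Gadd45*, *GstE1*, *Arc1*, and *CG31659* were 4.46, 3.99, 3.11, 2.99, and 2.90. These genes and *MtnE* were higher under stress in 12 of 12 lines. *TotB* is 1 of 5 tested *Turandot* genes, of which 1 was up-regulated and 1 downregulated (camera adjusted p = 0.318), while with line as a block 4 were up-regulated and 1 downregulated (camera adjusted p = 0.191). *mthl7* and *Cht9* had 535 and 268 counts in the 47 libraries together. Without the filter their log2 fold-changes were 4.55 (adjusted p = 5.80e-11) and 3.32 (adjusted p = 3.16e-09).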

The other genes include: *Ets21C*, *Fst*, *Gadd45*, *mthl7*, *MtnE*, *TotB*, *Cht9*, *GstE1*, *Arc1*, and *CG31659*. With the exception of *GstE1*, these genes are not known for their association to oxidative stress specifically but are involved in varied pathway responses to diverse stress stimuli. 

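*Frost* (*Fst*, FBgn0037724; 3R, 9644978 to 9646154) had 766 counts in the 47 libraries together, and it did not pass the filter on low counts. Its expression was 0.0210 ± 0.0310 CPM (SD, n = 24) in the controls and 0.769 ± 0.886 CPM (SD, n = 23) under stress. Without the filter the log2 fold-change was 5.04 (SE 0.56, adjusted p = 1.48e-10), and DESeq2 gave 5.25. *Fst* was higher under stress in 12 of 12 lines. *Dh44* overlaps it on the other strand.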

Notably, among these genes is one of the few genes implicated specifically in cold tolerance, *Fst* (*Frost*) (Colinet *et al.* 2010), which further suggests a mechanistic relationship between cold stress and oxidative stress.

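The 9 genes *Ts*, *cd*, *Had1*, *CG9747*, *Adh*, *Hex-C*, *reb*, *flz*, and *btl* were all downregulated past the threshold, over all genes and adjusted over the list alone, and all were lower under stress in 12 of 12 lines. The list was chosen on these libraries, so that its own adjustment is not independent evidence. *Adh* (FBgn0000055; 2L, 14615552 to 14618902) had the highest expression, with 2000 ± 667 CPM (SD, n = 24) in the controls and 523 ± 330 CPM (SD, n = 23) under stress. This was a log2 fold-change of -1.91 (SE 0.19, adjusted p = 7.16e-12). The gene *Adhr* overlaps it on the same strand. The largest decreases were those of *Had1* (-2.57, SE 0.28) and *Ts* (-2.41, SE 0.31), the latter from 899 counts in the 47 libraries together. *CG9747* had -2.13, *cd* -2.13, *reb* -1.81, *btl* -1.65, *flz* -1.62, and *Hex-C* -1.45.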

Among the GO terms with the lowest *P-*values and the greatest downregulation under oxidative stress are a small number of genes related to (1) regulatory processes: *Thymidylate synthase* (*Ts*) and *cardinal* (*cd*); (2) oxidation-reduction and catabolic processes: *beta-hydroxy acid dehydrogenase* (*Had1*), *Stearoyl-CoA 9-desaturase* (*CG9747*), *Alcohol dehydrogenase* (*Adh*), and *Hexokinase-C* (*Hex-C*); and (3) tracheal system development: *Rebuf* (*reb*), *filzig* (*flz*), and *breathless* (*btl*). Notably, previous work has indicated that several genes involved in tracheal system and/or cuticular development were up-regulated with cold acclimation (MacMillan *et al.* 2016). Thus, our observation that genes associated with tracheal system development are downregulated under oxidative stress may imply that the physiological response mechanisms differ between these two stresses. In addition, we observed an up-regulation of genes that were associated to the GO term “proteolysis.” Since several of the top differentially expressed genes in this category are functionally associated to cleavage of peptide bonds and have endopeptidase (*e.g.*, *Jon25Bii*) or protease (*e.g.*, *snk*) activity (Gaudet *et al.* 2011), we hypothesize that the up-regulation of these genes is in response to damage or modification of cellular proteins (Finkel and Holbrook 2000; Das *et al.* 2001; Pickering *et al.* 2013).

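Neither gene passed the filter on low counts. *Jon25Bii* (FBgn0031654; 2L, 4952243 to 4953136) had 1023 counts in the 47 libraries together, with 0.00803 ± 0.0187 CPM (SD, n = 24) in the controls and 1.00 ± 1.64 CPM (SD, n = 23) under stress. Without the filter its log2 fold-change was 6.50 (SE 0.75, adjusted p = 4.15e-10). *snk* (FBgn0003450; 3R, 13040165 to 13042770) had 566 counts, with 0.0236 ± 0.0304 CPM in the controls and 0.557 ± 0.437 CPM under stress. Its log2 fold-change without the filter was 4.38 (SE 0.42, adjusted p = 2.83e-12). *snk* was higher under stress in 12 of 12 lines. *Jon25Bii* was higher in the 8 lines whose libraries let it pass the filter of the separate fits.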

A potential limitation of performing GO enrichment analysis with lists of significantly differentially expressed genes is that one primarily observes how an individual gene relates to a functional category. This may overlook correlated expression patterns among genes or genes that have a significant impact based on associations with other genes. Therefore, we re-analyzed our data using WGCNA to identify further candidate genes (Langfelder and Horvath 2008). This approach can assist in the identification of clusters of correlated genes or putative pathways, represented as modules that may be involved in oxidative stress tolerance based on gene expression profiles. Using WGCNA, we can isolate key nodes that have multiple edges, because the malfunction of such genes would affect all connected genes and therefore represent possible interesting candidates for further investigation. In both WGCNA designs (“∼treatment” and “∼genotype: treatment”), the two main modules can be categorized as (1) autophagy and apoptosis (turquoise) and (2) metabolic processes (blue) (Figure  3). 

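*Ubi-p63E* (FBgn0003943; 3L, 3899259 to 3903184) rose from 716 ± 94.5 CPM (SD, n = 24) to 1424 ± 478 CPM (SD, n = 23), a log2 fold-change of 1.02 (SE 0.11, adjusted p = 5.84e-11). *CG11700* (FBgn0029856; X, 6282037 to 6283575) rose from 1.49 ± 0.730 to 7.99 ± 4.40 CPM, a log2 fold-change of 2.45 (SE 0.22, adjusted p = 4.58e-13). *Ubi-p5E* (FBgn0086558; X, 6276876 to 6279647) changed least, from 1018 ± 154 to 1173 ± 195 CPM, a log2 fold-change of 0.23 (SE 0.07, adjusted p = 0.00328). The first 2 genes were higher under stress in 12 of 12 lines and *Ubi-p5E* in 9. The 3 genes encode ubiquitin repeats, and how reads shared between them were counted is not named in the paper's text.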

In the turquoise module, we observed the up-regulation of genes involved in the general stress response, including a group of highly connected HSP genes and genes related to ubiquitin protein ligase binding (*Ubi-p5E*, *Ubi-p63E*, and *CG11700*), which also connect multiple sub-modules. This may indicate a connection between oxidative stress response genes and those involved in the ubiquitin proteasome pathway (Gaudet *et al.* 2011; Shang and Taylor 2011). On the other hand, in the blue module we observed the gene *glutamate oxaloacetic transaminase* (*Got1*), which is involved in glutamate biosynthesis (Gaudet *et al.* 2011), and *aralar1*, which is a mitochondrial and calcium-binding carrier that catalyzes the calcium-dependent exchange of cytoplasmic glutamate with mitochondrial aspartate across the mitochondrial inner membrane (Gaudet *et al.* 2011). Thus, altered expression of *Got1* and *aralar1* may reflect either a direct effect of the ROS burden and/or a systematic attempt to attenuate oxidative stress conditions through metabolic management of glutamate (Schinder *et al.* 1996; Rival *et al.* 2004; Peng *et al.* 2019). 

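*Got1* (FBgn0001124; 2R, 16138352 to 16141928) had 333 ± 58.2 CPM (SD, n = 24) in the controls and 297 ± 46.2 CPM (SD, n = 23) under stress. The log2 fold-change of -0.14 (SE 0.07) was not past the threshold (adjusted p = 0.0883), and the gene was lower in 7 of 12 lines. It was called without the filter on low counts (-0.16, adjusted p = 0.0456) and with line as a block. *aralar1* (FBgn0028646; 3R, 30445635 to 30455867) had a log2 fold-change of -0.20 (SE 0.08, adjusted p = 0.0267) and was lower in 10 of 12 lines. *CG18003*, listed as *Hao* (FBgn0061356; 2R, 10883547 to 10884936), fell from 81.5 ± 35.5 to 41.1 ± 16.8 CPM, a log2 fold-change of -0.96 (SE 0.19, adjusted p = 2.70e-05). It was lower in 11 of 12 lines and higher in KL2, at 1.05.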

When the *MtnA* genotype is included as a factor, *Prosα4T2* (blue module) and *CG31792* (turquoise module) were revealed as potentially relevant to oxidative stress tolerance in the deletion background relative to the nondeletion background. *Prosα4T2*, involved in proteasomal ubiquitin-independent protein catabolic process, has also been suggested to have important functional roles in spermatogenesis, which may indicate a trade-off between oxidative stress tolerance and male reproduction (Belote *et al.* 1998; Tsakiri *et al.* 2013).

### The effect of the *MtnA* indel polymorphism on gene expression

In pairwise comparisons of cosmopolitan lines that differed in their *MtnA* indel genotype, we observed that a large portion of the differentially expressed genes were shared between lines, but that there was a greater number of differentially expressed genes under stress in the deletion background than in the nondeletion background (Figure  7). This differential expression did not always correspond to the expression level of the *MtnA* gene (Figure  5), suggesting that the deletion influences the expression of other genes through a mechanism that is independent of its effect on *MtnA*. 

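The response was compared between the 4 deletion and 4 nondeletion lines in 1 model with line, treatment, and the interaction of treatment with genotype. Its error is the variation between libraries, while the genotype goes with the line, so that its p may be too small. Of the 35 ways to split the 8 lines into 4 and 4, 8 gave as many genes past the threshold, the real one included. The interaction of *MtnA* was 0.17 (SE 0.24, adjusted p = 0.845). In the separate fits it was 0.53 (SE 0.33, adjusted p = 0.547) in M12, -0.88 (SE 0.22, adjusted p = 0.195) in M9, 0.25 (SE 0.40, adjusted p = 1.000) in C2, and 0.51 (SE 0.32, adjusted p = 0.488) in KL. DESeq2 called the M9 value (-0.84, adjusted p = 0.0134), which rests on 1 stress library of M9. Among 10481 tested genes, 11 had an interaction past the threshold, 10 of them with a higher value in the deletion lines, and 1266 had an unadjusted p under 0.05. The count moved most, to 343, when the only M9 stress library in use was left out, which leaves that line with its controls. It was 58 without C2 control replicate 2, 35 without M9 control replicate 2, 29 without M12 stress replicate 1, 19 without C2Δ stress replicate 1, and 18 without C2 stress replicate 2, and DESeq2 called 131 genes, among them all 11. With all 48 libraries it was 3, without the Malaysian lines 2, and with the replicate number as a block 18. The smallest adjusted p was that of *CG15097* (FBgn0034396; 2R, 18822188 to 18829699), with an interaction of 0.79 (SE 0.11, adjusted p = 0.00124). It was followed by *Whamy* (FBgn0037750; 3R, 9771795 to 9774419) at 1.53 (SE 0.22, adjusted p = 0.00138), which lies 8.99 kb from *MtnA*, and by *cv-2* (FBgn0000395; 2R, 21355015 to 21379464) at 0.66 (SE 0.11, adjusted p = 0.0130). *CG6293* (FBgn0037807; 3R, 10307806 to 10311613) had the negative interaction, -1.14 (SE 0.21, adjusted p = 0.0179). *Whamy* was not called with all 48 libraries, and *CG15097*, *cv-2*, and *CG6293* were not called without the Malaysian lines.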

One possibility is that the polymorphic region of the *MtnA* 3′ UTR contains binding sites for miRNAs, and when this region is deleted the miRNAs are free to regulate the expression of other genes. Consistent with this interpretation, several miRNAs have been predicted to have target sites that overlap with the 49-bp deletion region of the *MtnA* 3′ UTR (Catalán *et al.* 2016). Furthermore, the predicted target genes of these miRNAs show greater downregulation under stress in the deletion background compared to the nondeletion background (Figure  8). This would be expected if there is direct regulation of the target genes by these miRNAs, as miRNAs typically function in the post-transcriptional regulation of gene expression by inducing mRNA degradation (Chen and Rajewsky 2007). However, there was also a significant excess of up-regulated genes under stress in the deletion background. This up-regulation is not likely to be mediated directly by miRNAs, which are predominantly involved in the negative regulation of gene expression. Instead, the up-regulation may be an indirect effect of miRNA regulation. That is, the downregulation of one gene by a miRNA leads to the up-regulation of a second gene through the action of one or more intermediate genes involved in a regulatory network. This interpretation is supported by the finding that genes in the functional categories: “regulation of gene expression” (59 genes), and particularly “negative regulation of gene expression” (35 genes), were overrepresented among the genes that were differentially expressed between deletion and nondeletion lines under oxidative stress (Supplementary Table S7). In addition, many of these genes fall into the general categories with the lowest *P*-values, “regulation of biological processes” (124 genes) and “regulation of cellular processes” (118 genes). 

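In the direct comparison of the stress libraries of the deletion and nondeletion line, the deletion line had the higher expression for 339 genes and the lower for 537 in M12. The numbers were 74 and 149 in M9, 14 and 8 in C2, and 1480 and 885 in KL, all past the threshold in edgeR's quasi-likelihood test. The totals moved in both directions. With only the libraries of the 2 groups they were 59 in M12 in place of 876, 1265 in M9 in place of 223, and 44 in C2 in place of 22. In M12 the total was 119 without M12Δ stress replicate 1 and 1736 without M12 stress replicate 1. In M9 it was 82 without M9Δ stress replicate 1, 448 without M9 control replicate 2, and 30 with all 48 libraries. In C2 it was 1 without C2 stress replicate 2, the 22 genes of the full set having 621 at an unadjusted p under 0.05 beside them, and DESeq2 called 108. In KL it was 1084 in place of 2365 without KL1Δ stress replicate 1.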

One of the more common mechanisms associated to these terms is regulation of transcriptional activity via RNA Polymerase II (Supplementary Table S7), which is a key component in regulating gene expression. Interestingly, there were just three miRNA target genes associated to the ontology term “response to oxidative stress” but with potentially significant impact due to their diverse functionality and effect on transcriptional activity. One of these target genes is *Adar* (*Adenosine deaminase acting on RNA*) an RNA-editing enzyme that has been proposed to facilitate temperature-dependent adaptive evolution through an epigenetic mechanism and downregulation of this gene has been shown to be associated to an increase in expression of genes encoding known ROS scavengers (Chen *et al.* 2004; Gaudet *et al.* 2011; Rieder *et al.* 2015; Duan *et al.* 2017). 

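*Adar* (FBgn0026086; X, 1773725 to 1788065) had 244 ± 29.7 CPM (SD, n = 24) in the controls and 229 ± 38.2 CPM (SD, n = 23) under stress, a log2 fold-change of -0.06 (SE 0.06, adjusted p = 0.383). *alph* (FBgn0086361; 3R, 29591831 to 29617157) had a log2 fold-change of -0.03 (SE 0.04, adjusted p = 0.574). The interaction of genotype with treatment over the 8 cosmopolitan lines was 0.01 for *Adar* (SE 0.11, adjusted p = 0.980) and -0.03 for *alph* (adjusted p = 0.936). Between the stress libraries of the deletion and nondeletion lines, the log2 difference was between -0.30 and 0.14 for *Adar* and between -0.11 and 0.25 for *alph* over the 4 backgrounds, none of them past the threshold.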

The other two targets are: *alph* (*alphabet*) a Serine/Threonine specific protein phosphatase that is involved in the mitogen-activated protein kinase (MAPK) cascade and *per* (*period*), a gene essential for biological clock functions (Gaudet *et al.* 2011). *Alph* may represent a potential candidate to investigate our hypothesis concerning the adaptive benefits and indirect regulatory capabilities of the *MtnA* indel-associated miRNAs. *Alph* is involved in the negative regulation of Jun N-terminal kinase (JNK) cascade, therefore downregulation of this gene augments JNK signaling, which induces protective genes that confer increased oxidative stress tolerance (Wang *et al.* 2003; Baril *et al.* 2009). Another example here is the downregulation of *per* which is phenotypically associated to pathological effects on circadian rhythms and aging but may also have metabolic benefits which control longevity (Krishnan *et al.* 2009; Ulgherait *et al.* 2020).

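*per* (FBgn0003068; X, 2685580 to 2692780) had 72.8 ± 26.6 CPM under stress (SD, n = 23), less than in the controls. Its log2 fold-change was -0.63 (SE 0.19, adjusted p = 0.00490), and it was lower under stress in 10 of 12 lines, with a range of -1.70 to 1.65. The interaction of genotype with treatment was 0.06 (adjusted p = 0.968) over the 8 cosmopolitan lines. By background it was 0.00 in M12, 0.07 in M9, 0.98 in C2, and -0.91 in KL (adjusted p = 0.202). Under stress *per* was lower in KL1Δ than in KL2, at -1.29 (SE 0.21, adjusted p = 0.00391).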

**Figure 8:**
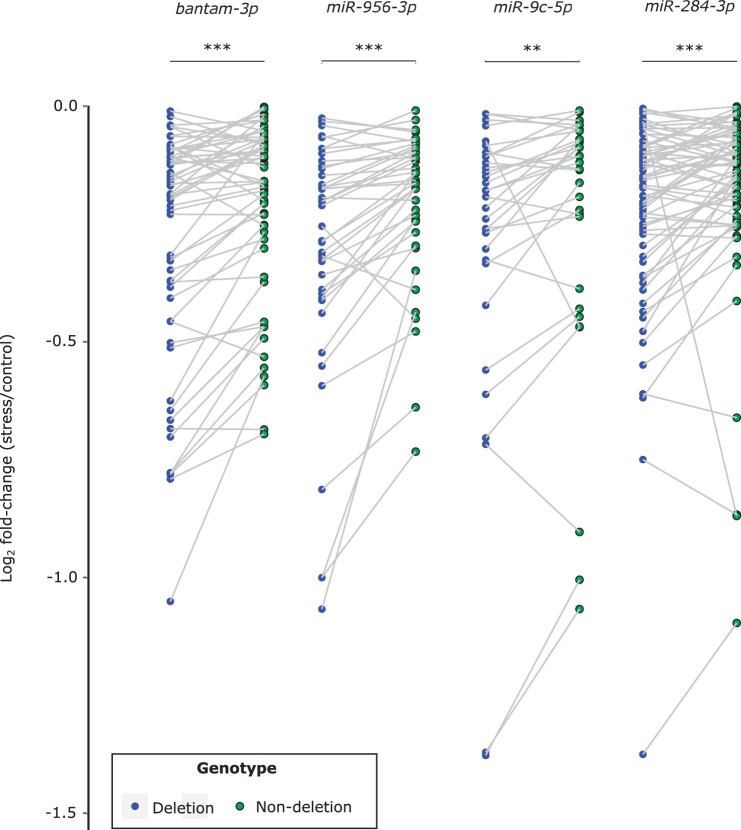
Log_2_ fold-changes (stress/control) of downregulated target genes of miRNAs with predicted binding sites within the *MtnA* 3′ UTR deletion region (*miR-284-3p*, *miR-956-3p*, *miR-9c-5p*, and *bantam-3p*). Two target genes that fall below the limits of the *y*-axis (log2 fold-change <−1.5) are not shown in the plot, but were included in the statistical analysis. Differences between the deletion and nondeletion background were tested using a paired sample Wilcoxon test. **P < 0.01, ***P < 0.001.

In summary, we have demonstrated that the molecular and genetic mechanisms involved in oxidative stress tolerance are strongly associated to metabolism and DNA/protein damage and repair. Moreover, our transcriptomic data suggest that this response overlaps with genes responding to cold tolerance and that metallothionein genes (*MtnA*, *MtnD*, and *MtnE*) may operate collaboratively in response to oxidative stress. To further investigate the functional elements associated to these two stress responses and their roles in clinal or local adaptation, future studies may utilize combined or parallel oxidative stress and cold stress treatments on lines with precisely controlled genomic backgrounds. In addition, a candidate gene approach involving oxidative and cold stress with single gene knockout/knockdown lines could be employed. With regards to the *MtnA* indel polymorphism and its effect on oxidative stress tolerance, our data imply that the associated phenotype is dependent on alleles at other loci in the genetic background. Therefore, a logical progression of this study may involve experimental work including expression, tolerance, and transcriptomic analyses of a larger number of natural population backgrounds that have been subjected to direct genetic manipulation of the *MtnA* indel region using gene editing techniques. Finally, we provide preliminary evidence for the involvement of miRNAs in the response to oxidative stress, which may be part of the mechanism by which the *MtnA* 3′ UTR deletion affects the expression of *MtnA* and other genes. In the future, reporter genes, small-RNA sequencing, and/or transgenic lines (*e.g.*, UAS-miRNA) could be used to confirm specific miRNA-mRNA interactions and to functionally evaluate the regulatory capabilities of miRNAs associated with the *MtnA* 3′ UTR.

## Data availability

Gene expression data are available at GEO under the accession number GSE174813. All other data are provided in the online supplementary materials are available at figshare: https://doi.org/10.25387/g3.14778540.

How the deposited data were processed for this re-analysis (not part of the article)

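Gene expression was measured by RNA sequencing in the heads of males of 12 *D. melanogaster* lines, with and without menadione sodium bisulfite (MSB) in the food. The 12 lines are 4 backgrounds of a line with and a line without the *MtnA* deletion (M12 and M9 from Germany, C2 from Cyprus, and KL from Malaysia) and 4 lines from Zambia. The authors extracted RNA with the RNeasy kit, sequenced poly-A RNA in paired-end reads on an Illumina NovaSeq, and mapped the reads to the transcriptome of FlyBase release 6.31 with NextGenMap 0.5.5. The values are raw counts of reads per gene as deposited by the authors, who counted the mapped reads on genes without normalizing them. The paper's text names neither the counting program nor its treatment of strand and of reads that map to several genes. Overlapping genes and near-identical paralogs therefore carry a limit that is given at each of them.

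The table held 48 libraries and 13957 genes. In the 47 libraries used, 97 genes had no count. Total counts had a median of 40361280 in the stress libraries. In the control libraries the medians were 43826103 in Germany, 40855259 in Cyprus, and 34791000 in Malaysia. The stress library of M9 that the paper excluded after its PCA was identified by computing the M9 results without either stress library and choosing the one nearer to the paper's figures. Values are given for 47 libraries, and for all 48 where the extra library matters. The line of each of the 24 stress libraries was checked by its line-specific expression, and 24 of 24 were nearest to the controls of their own line. Replicate numbers did not pair control and stress libraries, since the correlations between their differences lay between -0.0920 and 0.220 in 9 lines.

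Tests were run in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, and quasi-likelihood F tests, all two-sided), with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Standard errors are the log2 fold-change divided by the square root of F. For the response over all lines, treatment was the only term. For each background, a fit with 1 group per line and treatment gave the response of each line, the difference between the lines in controls and under stress, and the difference between the responses. The Zambian lines were fitted together in the same way. A line with 1 stress library is assumed to vary like the other groups of its fit. The genotype by treatment term was fitted over the 8 lines outside Zambia and the term for Zambian against cosmopolitan lines over all 12, both with line in the model. Divergence was taken from 1 fit over all lines. Lines or backgrounds were taken as the unit in exact two-sided sign-flip tests. For families, the value of a line was the family's median less that of all tested genes. Tests over lines take these as independent, while the 2 lines of M12, of M9, and of C2 each came from 1 isofemale line. Their p may therefore be too small. CPM is each count scaled to library size, and log2 CPM used a prior count of 2. The PCA used the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0. Families were tested with camera of limma 3.58.1 at a correlation of 0.01.

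The genes named are every gene that the paper's text names, and the 5 largest increases and decreases among genes past the threshold that changed the same way in all 12 lines and had a mean log2 CPM of at least 1. For the genotype by treatment term they are the 3 smallest adjusted p in each direction. Lists of genes taken from the paper were chosen on the same libraries, and each was adjusted over all genes and over the list alone. Families were set by patterns of gene symbols. These rules, the comparisons, and the alternatives not marked as later were set before the data were examined.

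The alternatives were DESeq2's Wald test and size factors, RLE size factors in edgeR, no filter on low counts, all 48 libraries, the replicate number as a block, line as a block, no Zambian lines, no Malaysian lines for the genotype term, a threshold of 0.01, fits with only the 2 groups compared, 1 fit over all lines, fry and camera's estimated correlation for families, and each library left out in turn. At a threshold of 0.01 the response over all lines had 4547 genes. A sign-flip test of the families over lines, a window of 2 Mb around *MtnA* for the genotype term, and the leaving out of libraries for that term were added after the data had been seen.

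The procedure was tested on simulated counts in which 200 genes changed by 1 on the log2 scale. Of these, 99.5% were called over all lines, 83% in 1 line of a background, 84% between the stress libraries of 2 lines, 96.5% for the genotype by treatment term, 98.5% for the range by treatment term, and 93.5% between the controls of 2 lines. The number of unchanged genes called was 13 for the test over all lines and 10 for 1 line. All simulated libraries shared 1 control profile, and lines differed in nothing but the set changes. The lowest-expressed genes were not among the changed ones. A change of this size was thus called in most genes of the simulation. Its shares and false calls do not cover the variation between lines in the real data.

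Lists of 8 accessory gland protein genes, 24 midgut digestive enzyme genes, 3 yolk protein genes, 22 Y-linked genes, and 18 testis genes were used to examine the left-out library, and the testis list was written after the leading genes of that library had been seen. A list of the RNAs of male dosage compensation had 0 genes in the table. The survival data, genome sequences, network modules, gene ontology terms, microRNA targets, and lists of cold-responsive genes were not analysed here.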

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

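The tests of explanations in this part, the other splits of the samples included, were chosen only after the result was seen, while the comparisons between groups of lines themselves were set earlier. Chance alone sets about 1 in 20 groups apart by the measure of single libraries used here, and 6 of 62 groups were set apart.

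The M9 stress library that the paper excluded stood far from the other 7 German stress libraries on PC2 of all 48 libraries, with a score of 49.3. The paper does not report its transcripts. In it, 1348 genes had at least 10 CPM and at least 8 times the CPM of every other library, against at most 3 such genes in any other library, and they held 11.0% of its counts. Its total count of 39948045 was ordinary, which argues against a difference in depth. Its response score of 1.41, where controls lay between -0.151 and 0.151, argues against a control library. The correlation of its line-specific expression with the M9 controls was 0.534, and the next line reached 0.295, which argues against another line. RNA of female flies is argued against by the yolk protein gene *Yp3*, which had 30.4 CPM in this library, less than the 41.4 CPM or more of the other 3 M9 libraries, and by *Yp1* and *Yp2* at 0.222 and 0.445 CPM. Another library, which is in use, stood out here. The third ZI273 stress library had 1482 CPM of *Yp1*, 399 of *Yp2*, and 1237 of *Yp3*, against at most 8.21, 8.46, and 67.3 in the others, and the cause was not tested. Without it 2251 genes changed in ZI273 in place of 2958. RNA of the male body besides the head may be present. Of 8 accessory gland protein genes, 7 had at least 5 times the CPM of every other library, with *Acp53Ea* the most abundant at 30.8 CPM against 0.325. Testis RNA may likewise be present, with 15 of 18 testis genes at least 5 times as high, *betaTub85D* reaching 535 CPM against 2.24, and 18 of 22 Y-linked genes also higher by that margin. Of 24 midgut enzyme genes 8 were, but the most abundant, *Amy-d*, was not, at 229 against 570 CPM. In the median other library 4 of the testis genes, 2 of the midgut genes, 1 of the yolk protein genes, and 0 of the accessory gland and Y-linked genes reached 1 CPM. An ectopic expression of these genes in heads was not tested, and the library was not used for the values given first.

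The second M12 stress library had the lowest *MtnA* value among the German stress libraries, with a log2 CPM of 9.02 where the nearest other was 9.89. Its response score was 0.447, between the controls and the remaining stress libraries, which argues against an exchange with a control library. Its total count of 50949872 argues against low depth. A mixture with unstressed heads would weaken all changes alike. In this library the raised genes had a median of 0.253 and the lowered genes of 0.833 of the change in the other M12 stress library, a difference of 0.580, which argues against a mixture. The same difference was 0.486 in KL2, 0.361 in ZI254, and 0.320 in ZI273, so that raised genes varied more than lowered genes between replicates of several lines. An earlier or weaker stress response of these flies stays open and was not tested.

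On PC1, the first M9Δ control had a score of -13.5, while the nearest other German control was at -19.0. Were it mixed with stressed heads, both classes of genes would be shifted toward the stress values. The raised genes carried 3.58% of the stress change, the highest share among the 24 controls, and the lowered genes -10.5%, where the 24 controls ranged from -91.6% to 53.3%. At this spread a mixture with stressed heads and ordinary variation between controls cannot be told apart. The first KL2 control had a PC1 score of -20.2, below the other 3 Malaysian controls, the nearest being at -18.2, and this gap is small beside the distance between treatments. No biological explanation was tested for either library.

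The first KL1Δ control had the lowest log2 CPM of *MtnD*, -2.54, with the nearest other Malaysian control at -1.02. This value rests on 5 counts, against 14, 21, and 16 in the others. The exact Poisson interval of 5 counts reaches 11.7, below the other 3 counts, although the interval of 14 counts begins at 7.65. The library was singled out as the lowest of 4, and such an interval leaves out the variation between replicates, so the comparison does not decide. Counting noise at low counts and a difference in expression cannot be told apart.

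The second ZI273 control had the highest total count, 63358011, with 46245685 the nearest in the other Zambian controls. Depth did not differ between stress and control libraries (p = 0.907 over 100000 permutations, two-sided), and log2 fold-change was nearly unrelated to gene length (Spearman rho -0.0227), which argues against depth and length as sources of the response over all lines. None of the other splits of the 47 libraries reached as many changed genes, the real split being 1 of 100. For the number of families past the threshold, 5 of 100 splits, the real one included, were as large, so that this number alone may arise from a chance division of the libraries. Of the other 4 splits, 3 placed 8 of the 23 stress libraries in the first group and were thus uneven in treatment. With the line as the unit, in a test chosen later, all 11 families were past the threshold (exact sign-flip test, largest adjusted p = 0.0269).

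The response to MSB differed between the deletion and nondeletion lines for 11 genes in the model over 8 lines. Of the 35 ways to split the 8 lines into 4 and 4, 8 gave as many genes, the real one included, so that by this count the number may be due to chance. The other 7 each placed both lines of at least 1 background in the same group. Among the 8 splits that part the lines of every background, the real one gave the most genes, 1 of 8, the others at most 2, and 8 splits are too few to exclude chance. The number of genes in the model over 8 lines was 343 without the only M9 stress library in use, 58 without C2 control replicate 2, 35 without M9 control replicate 2, 29 without M12 stress replicate 1, 19 without C2Δ stress replicate 1, and 18 without C2 stress replicate 2. Within backgrounds, the responses of the 2 lines differed for 9 genes in M12, 17 in M9, and 134 in KL. Without 1 library these numbers ranged from 0 (without any 1 of the 4 controls) to 846 (without M12 stress replicate 1) in M12, from 0 (without either M9Δ stress library) to 75 (without M9 control replicate 2) in M9, and from 28 (without KL1Δ stress replicate 2) to 265 (without KL1Δ control replicate 1) in KL. DESeq2 called more genes than edgeR in each of these backgrounds. KL1Δ and KL2 are not nearly isogenic, and differences between them besides the deletion stay open.

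Between Zambian and cosmopolitan lines the response differed for 62 genes, 35 of them with the higher value in Zambian lines, and DESeq2 called 161. Among 100 splits of the 12 lines into 4 and 8, 9 gave as many genes, so that a chance split may give this number. Range is also confounded with the exposure time, which was shorter in Zambia, and an effect of range and an effect of exposure time cannot be told apart.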

How the results depend on the processing

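The tests with a sign-flip over lines for the families, the 2 Mb window for the genotype term, and each library left out of that term were chosen only after the result was seen. Where a value changed, the cause was not tested. No value past its threshold changed sign under any alternative. The order of the changed-gene totals of the deletion and nondeletion line did reverse in M9, with all 48 libraries and without any 1 of the 4 M9Δ libraries, and in C2 without C2Δ control replicate 2 or stress replicate 2, the order there resting on a comparison of counts without a test in each background.

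Outside the main comparisons, the values that kept their side of the threshold or stayed near their size were 109 of 109 under DESeq2, 103 of 103 with RLE size factors, 106 of 109 without the filter on low counts, 108 of 109 with the replicate number as a block, 83 of 89 with all 48 libraries, 69 of 75 with line as a block, 72 of 75 without the Zambian lines, 20 of 24 with 1 fit over all lines, 17 of 24 with only the libraries of the 2 groups, and 1 of 4 without the Malaysian lines. In the main comparisons they were 57 of 57 with RLE size factors, 53 of 63 without the filter, 50 of 54 with the replicate number as a block, 48 of 63 under DESeq2, 35 of 44 with 1 fit over all lines, 30 of 40 with only the libraries of the 2 groups, and 23 of 39 with all 48 libraries.

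With all 48 libraries the mean log2 fold-change of *MtnF* over lines was -0.12 (exact p = 0.495). M9Δ had 1476 changed genes, 17 genes differed between the M9 controls, 30 under stress, and 0 in their response, where edgeR gave 1137 genes at an unadjusted p under 0.05. The M9 slope was 0.618, the genotype by treatment term had 3 genes and the range by treatment term 33. Divergence was 0.0682% in M12, 1.33% in M9, 0.409% in C2, 4.30% between the M12 and M9 lines, 5.43% between Germany and Cyprus, 8.87% in KL, and 8.90% in Zambia. PC2 held 12.3%.

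With DESeq2, the genes differing in controls were 62 in M12, 545 in M9, and 88 in C2, those differing under stress 623 in M9 and 108 in C2, and those differing in response 328 in M12, 289 in M9, 7 in C2, and 460 in KL. The *MtnA* difference between the M9 controls was 0.62 (adjusted p = 0.000742) and its response 0.93 in C2Δ (adjusted p = 0.00550) and 0.53 in ZI254 (adjusted p = 0.0405), all past the threshold. The genotype by treatment term had 131 genes, the range by treatment term 161, and the M12 divergence was 0.233%.

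Without the filter on low counts, the genes differing in controls were 18 in M12, 418 in M9, and 49 in C2, those differing under stress 367 in M9 and 48 in C2, and those differing in response 112 in M12, 45 in M9, and 245 in KL. *MtnA* was past the threshold in C2Δ (0.90, adjusted p = 0.0391), and the range by treatment term had 40 genes.

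With only the libraries of the 2 groups, changed genes were 750 in M12, 658 in C2, 1180 in ZI254, and 4424 in ZI418. Those differing were 17 in M12 and 0 in C2 in the controls, and 59 in M12, 1265 in M9, and 44 in C2 under stress. For the count of 0, edgeR gave 417 genes at an unadjusted p under 0.05. *MtnA* was past the threshold in C2Δ (0.94, adjusted p = 0.0191).

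With 1 fit over all lines, changed genes were 2097 in C2 and 3000 in C2Δ, where *MtnA* was past the threshold (0.93, adjusted p = 0.0113). Those differing were 96 in C2 in the controls, 365 in M12 and 88 in C2 under stress, and 2 in M12, 3 in M9, and 1 in C2 for the response. With the replicate number as a block, 13 genes differed in C2 under stress, *MtnA* in ZI273 was not past the threshold (0.65, adjusted p = 0.0639), and the genotype and the range by treatment term had 18 genes each.

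Over all tested genes the KL slope was 1.91. Within 2 Mb of *MtnA* the excess of differing genes in C2 was 11.8 percentage points and not past the threshold (adjusted p = 0.0575). Without the Malaysian lines the genotype by treatment term had 2 genes, as fewer lines were fitted. In the stress libraries divergence was 3.05% in M12, 13.3% between the M12 and M9 lines, and 24.2% in KL, and over both treatments it was 0.566%, 12.1%, and 22.4%. PC1 held 39.2% over all genes and 41.6% on log2 CPM, and PC2 held 10.9% without the Zambian lines.

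For families, camera's estimated correlation left none past the threshold. The 8 that lost their call had medians of 1.43 (*glutathione S-transferase*), 2.37 (heat-shock), 2.32 (metallothionein), 0.18 (*Atg*), -0.14 (mitochondrial ribosomal), 0.16 (cytosolic ribosomal), -0.23 (respiratory chain), and 0.25 (proteasome), the lowest adjusted p being 0.179. With fry the *Jonah* (1.26), *Turandot* (1.13), and cytochrome P450 (0.13) families were also past the threshold. So were they in the sign-flip test over lines added later. There the family medians less that of all tested genes had means of 1.31, 2.20, and 0.20. With line as a block the P450 family was also past it (0.16, adjusted p = 0.0265).

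With each library left out in turn, 349 values of the main comparisons stayed on their side of the threshold or near their size, 90 moved, 5 gained and 15 lost a call. The *MtnA* response ranged from 0.86 to 1.71 in M12, 1.77 to 1.98 in M12Δ, 1.66 to 1.98 in M9, 0.86 to 1.04 in M9Δ, 0.31 to 0.99 in C2, 0.66 to 1.17 in C2Δ, 0.90 to 1.08 in KL2, 1.16 to 1.92 in KL1Δ, 0.97 to 1.31 in ZI197, 0.42 to 0.70 in ZI254, 0.43 to 1.01 in ZI273, and 1.97 to 1.99 in ZI418. Its difference between lines ranged in controls from -0.12 to 0.09 in M12, 0.47 to 0.79 in M9, -0.48 to 0.08 in C2, and 0.052 to 0.81 in KL, and under stress from 0.15 to 1.00, -0.33 to -0.18, -0.28 to 0.39, and 0.83 to 1.103. Where these ranges pass through 0, the difference was not past the threshold.

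Changed genes ranged from 542 to 1936 in M12, 2228 to 4246 in M12Δ, 2443 to 3232 in M9, 2007 to 4182 in M9Δ, 394 to 1098 in C2, 768 to 2188 in C2Δ, 252 to 1047 in KL2, 1301 to 3293 in KL1Δ, 1110 to 1872 in ZI197, 537 to 2303 in ZI254, 1323 to 3226 in ZI273, and 902 to 2133 in ZI418. Differing genes ranged in controls from 0 to 24 in M12, 149 to 351 in M9, 12 to 77 in C2, and 494 to 1434 in KL, under stress from 119 to 1736, 82 to 448, 1 to 33, and 1084 to 2952, and for the response from 0 to 846, 0 to 75, 0 to 6, and 28 to 265. The genotype by treatment term ranged from 8 to 343 genes. Slopes ranged from 1.27 to 2.12 in M12, 0.84 to 0.98 in M9, 1.03 to 1.26 in C2, and 1.32 to 2.00 in KL. The only stress libraries of M9, ZI197, and ZI418 could not be left out of the tests of those lines.

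Depth limits what can be said of *MtnB*, *MtnC*, *Prosα4T2*, *CG31792*, *Fst*, *mthl7*, *Cht9*, *Jon25Bii*, and *snk*, which the filter on low counts removed.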

Differences from the paper's values

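The alternatives named here were set before the data were examined, and no tests in this part were chosen only after the result was seen. With the main settings, every count or percentage of the paper compared here was within 1.5 times the value computed from the counts, and every log2 fold-change within its SE. The counts were not equal. Over all lines edgeR called 2871 genes up-regulated and 2756 downregulated, where the paper gives 3434 and 2839, and DESeq2 called 3424 and 2835.

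For single genes the calls went apart in a few places. The paper lists *Got1* among genes whose expression MSB altered. Here its log2 fold-change of -0.14 was not past the threshold (adjusted p = 0.0883, and 0.0828 in DESeq2), and it was past it without the filter on low counts (-0.16, adjusted p = 0.0456) and with line as a block. Among the genes of the earlier mapping study, the paper names *Eip75B* alone as changed. This was also the case with the main settings, while *fog* was called without the filter (-0.20, adjusted p = 0.0471) and with line as a block, and *Cph* with line as a block and without the Zambian lines.

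The paper discusses *Adar* and *alph* as microRNA targets with lower expression. Here their log2 fold-changes over all lines were -0.06 (adjusted p = 0.383) and -0.03 (adjusted p = 0.574). In M9 alone *Adar* was lower past the threshold, at -0.47 (adjusted p = 0.0475). The paper gives *Prosα4T2* as lower and *CG31792* as higher under stress in the deletion background. *Prosα4T2* was lower in the deletion line between the stress libraries of KL1Δ and KL2 (adjusted p = 0.0431). Without the filter the call was lost there (adjusted p = 0.0586) and gained between M12Δ and M12 (adjusted p = 0.0459), M9 was not past the threshold (adjusted p = 0.562), and neither was C2 (adjusted p = 1), where the stress libraries had 0 and 6 counts in C2Δ against 1 and 0 in C2, the other direction. *CG31792* was higher in the deletion line but not past the threshold between the stress libraries of the 3 backgrounds where it passed the filter, with log2 differences of 0.80, 0.30, and 1.62 and adjusted p of 0.423 in M12, 0.819 in M9, and 0.0642 in KL.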

Other observations

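The tests of explanations in this part, those with exchanged lines and other splits included, were chosen only after the result was seen, while the position of genes that differ between nearly isogenic lines had been set for testing earlier.

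Of the 11 genes whose response differed between deletion and nondeletion lines, 5 lie within 1 Mb of *MtnA*, where 212 of 10438 tested genes lie (Fisher's exact test, odds ratio 41.1, p = 1.38e-06). Within 2 Mb, a window added later, there were also 5, against 443 tested genes (Fisher's exact test, p = 5.03e-05). The genes are *Whamy* at 8.99 kb, *RhoL* at 281 kb, *CG12814* at 387 kb, *CG18473* at 419 kb, and *CG6293* at 523 kb, of which all but *Whamy* and *CG6293* were named after their values had been seen. The test argues against a chance position. A property of the region in any comparison of these lines is argued against by the splits of the 8 lines, of which the real one alone, 1 of 35, had as many nearby genes among its 50 smallest p. A fixed share of *MtnA* reads counted on its neighbours is argued against by the term of *MtnA* itself, 0.17. A share that differs between genotypes was not tested. Sequence variants inherited together with the deletion could make genes near *MtnA* differ in the controls as well. Of the 6 genes that differed there over the 4 backgrounds, 2 lie within 1 Mb (Fisher's exact test, p = 0.00585). They are *dmt* (0.52, named after its value had been seen) and *Whamy* (0.77). Of the 5 genes near *MtnA* whose response differed, only *Whamy* did so in the controls. The other 4 had control differences of -0.01 (*RhoL*, adjusted p = 0.991), -0.05 (*CG12814*, adjusted p = 0.862), 0.20 (*CG6293*, adjusted p = 0.815), and -1.17 (*CG18473*, adjusted p = 0.635). Variants that act only under stress would leave the controls unchanged, so these values do not argue against linked variants. The real grouping gave the most differing genes among the exchanges of lines within backgrounds, 1 of 8, too few to show more. Among the 50 smallest p, however, the real grouping had 2 genes within 1 Mb, the exchange of the M9 lines 3, and the exchange of the KL lines 2. An effect of the deletion on its neighbours through shared regulation would leave the same trace, and the 2 cannot be told apart.

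Of the genes that differed between the M9 controls, 53.7% lie on 3R, which argues against a chance position (adjusted p = 8.01e-22). The choice of libraries is argued against by leaving out each of the 4 M9 controls in turn, an alternative added later. Among the 100 smallest p, 61, 62, 55, and 47 were then of genes on 3R (Fisher's exact test, largest p = 2.14e-06), where 25.1% of the tested genes lie. Residual differences in sequence on 3R between these nearly isogenic lines may be the source. They would show under stress as well, where 49.8% of the differing genes lie on 3R (111 of 223, Fisher's exact test, p = 1.71e-15), and among genes that did not differ in the controls the share was 40.2% (53 of 132, Fisher's exact test, p = 6.07e-05). No sequences were examined here.

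In the controls of C2, 4 of 25 differing genes lie within 1 Mb of *MtnA* (16.0%, odds ratio 9.29, adjusted p = 0.00457). In M12 0 of 11 did and in M9 5 of 259.

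A wider spread between the stress libraries of nondeletion lines was examined as a source of the larger number of changed genes in deletion lines. Both lines of a background were tested in 1 fit, so that such a spread enters the error of both lines. The gap between libraries therefore cannot decide why the deletion lines had more changed genes. The gap in response score between stress libraries of a line averaged 0.0397 in 4 deletion lines and 0.274 in 5 nondeletion lines with more than 1 such library (exact two-sided permutation test, p = 0.0238 over 126 groupings). Of these 5 lines, ZI254 and ZI273 are Zambian and have 3 stress libraries each, where every deletion line has 2, and a range over 3 is wider by construction. Over the lines with 2 stress libraries, an alternative added later, the nondeletion mean was 0.225 in 3 lines (exact two-sided permutation test, p = 0.0571 over 35 groupings), which is not past the threshold. In C2 the gaps were 0.0780 without and 0.0844 with the deletion, and M9 has 1 library. A wider spread as a property of the genotype and as an accident of a few libraries cannot be told apart with so few lines. Without the weakly responding M12 library the slope in M12 was 1.27 in place of 1.57, and the order of the totals did not reverse. M12 then has 1 stress library. The share of the weakly responding library and that of a stronger response of M12Δ cannot be told apart.

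Among the genes noticed in the comparison of Zambian with cosmopolitan lines were the clock genes *cwo* (0.89, adjusted p = 0.00170) and *per* (0.70, adjusted p = 0.481). The other 6 tested clock genes, *tim*, *vri*, *Pdp1*, *Clk*, *cry*, and *to*, had a median absolute term of 0.467 on the log2 scale in the fit over all lines, larger than in any of 10000 matched gene lists, and 0 of 6 were past the threshold. From the means of the line responses the same median was 0.490, and over the 495 splits of the 12 lines into 4 and 8, 38 gave one as large (exact p = 0.0768). A difference in the clock between Zambian and cosmopolitan lines and the hour at which flies were collected after exposures of different length cannot be told apart, since exposure goes with range.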
